# Immature monocytic cells within tumors differentiate into immunosuppressive cells in resistant tumors to immunotherapy

**DOI:** 10.1016/j.isci.2025.113141

**Published:** 2025-07-17

**Authors:** Sapir Levin, Madeleine Benguigui, Bar Manobla, Chen Buxbaum, Ziv Raviv, Keren Yizhak, Yuval Shaked

**Keywords:** immunology, cell biology, cancer

## Abstract

Immune checkpoint inhibitors (ICIs) have improved outcomes in advanced cancers, yet resistance remains a major obstacle. Here, we investigated the role of myeloid cells in shaping the immunosuppressive tumor microenvironment that contributes to ICI resistance. Using mutagenized ICI-sensitive and resistant 4T1 breast cancer clones, we performed single-cell RNA sequencing to characterize immune cell populations post-ICI therapy. We identified monocytic dendritic progenitors (MDPs) and common monocytic progenitors (cMOPs) enriched in sensitive tumors, which may differentiate into immunosuppressive cells in resistant tumors. Analysis of public datasets confirmed the presence of MDP-cMOPs in tumors and blood of patients with breast, lung, and colorectal cancer. We found high expression of CXCR4 and IL6R in MDP-cMOPs, and inhibiting these pathways blocked their recruitment and differentiation. Combined targeting of CXCR4 and IL6 pathway with ICI improved responses in resistant tumors, highlighting MDP-cMOPs as contributors to immunotherapy resistance and potential therapeutic targets.

## Highlights

• MDP-cMOPs accumulate in ICI-sensitive tumors
• In resistant tumors, MDP-cMOPs differentiate into immunosuppressive macrophages
• Blocking CXCR4 and IL-6 impairs MDP-cMOP recruitment and differentiation to tumors
• Inhibiting MDP-cMOPs improves ICI therapy efficacy in a resistant breast cancer model

## Introduction

The field of immune checkpoint inhibitors (ICIs) has witnessed remarkable advancements over the past decade, significantly prolonging the response duration in patients with advanced metastatic disease.^1^ However, a significant hurdle that remains is the lack of response to this therapy in a substantial proportion of patients, mostly due to inherent resistance mechanisms.^1^ Furthermore, some patients witness an initial response followed by a rapid escape from therapy.^2^ Multiple mechanisms have been proposed to elucidate resistance to immunotherapy or relapse, including the lack of tumor antigen presentation, activation of bypass immune checkpoints, genetic and epigenetic alterations, and modifications in the tumor microenvironment, such as the recruitment of immunosuppressive cells or impaired cytotoxic T cell function.^2^ The latter extrinsic mechanism involves the infiltration of not only anti-tumor immune cells but also pro-tumorigenic immunosuppressive cells that contribute to increased tumor aggressiveness following ICI therapy.^3^^,^^4^ Key contributors to ICI resistance include myeloid-derived suppressor cells (MDSCs) and tumor-associated macrophages (TAMs), which can comprise up to 50% of the immune cell population in patients with breast cancer.^5^^,^^6^ However, the precise mechanisms by which tumors promote immunosuppressive cell colonization further contributing to ICI resistance remain unclear.

The therapeutic efficacy of ICIs depends on the interactions between tumor and host cells within the tumor microenvironment.^7^ Several studies demonstrated that predictive biomarkers for ICI therapy are associated with cellular states or gene expression patterns.^8^ In this regard, we previously identified a newly defined subset of Ly6E-high neutrophils that can predict response to ICI therapy.^9^ Specifically, these neutrophils are interferon-stimulated cells and release pro-inflammatory factors that enhance anti-tumor immunity and support favorable treatment outcomes.^9^ We also demonstrated that in ICI resistant tumors, granulocytic cells fail to progress beyond the immature state to the terminal state of Ly6E neutrophils. These findings suggest that the maturation state of immune cells within tumors may be associated with ICI responsiveness.

The immature myeloid cells (IMCs), which include myeloid progenitors and precursors of myeloid cells, are part of the normal process of myelopoiesis. This process is regulated by growth factors such as GM-CSF, G-CSF, and M-CSF, along with pro-inflammatory cytokines, particularly during inflammatory processes.^10^ Within the myeloid lineage, common myeloid progenitors (CMPs) further differentiate into granulocytic monocytic progenitors (GMPs) and subsequently to monocytic dendritic progenitors (MDPs), although the latter can independently differentiate from CMPs.^11^ GMPs and MDPs differentiate into functionally distinct monocytes: monocytic progenitors (MPs) and common monocytic progenitors (cMOP), respectively.^11^ In cancer or chronic inflammation, the myelopoiesis process becomes disrupted due to the persistent expression of pro-inflammatory cytokines. Tumor microenvironmental factors such as IL-1β, IL-6, TNF-α, and IFN-γ, promote IMCs accumulation, inhibit their differentiation, and activate their immunosuppressive functions, at which point they are referred to as MDSCs.^5^^,^^12^

There are various mechanisms by which MDSCs suppress the immune response. They can directly inhibit T cell cytotoxicity by upregulating PD-L1 or, indirectly, by inducing regulatory T cells.^5^ However, they are not the only cells within the tumor microenvironment that support tumorigenesis. Recent studies demonstrated that IMCs, and in particular MDPs, can differentiate into immunosuppressive macrophages that, in turn, secrete anti-inflammatory factors such as IL-10 and TGF-β, further supporting tumor growth and metastasis.^13^^,^^14^ We previously found that IL-6 signaling promotes the differentiation of MDPs into immunosuppressive macrophages rather than dendritic cells, further explaining their pro-metastatic role in cancer.^13^ We also found that blocking IL-6 not only reduced cancer metastasis but also improved the overall effectiveness of ICI therapy.^3^ Despite these aforementioned studies, little is known about the mechanisms by which tumors promote the recruitment and differentiation of immunosuppressive myeloid cells to support tumor growth and immune evasion. In this study, we investigate the role of IMCs in the tumor microenvironment of mice sensitive or resistant to immunotherapy, and their differentiation pattern which may explain immunosuppressive tumor microenvironment.

## Results

### Characterization of GR-1 myeloid cells in tumors sensitive and resistant to anti-PD1 therapy

To investigate tumors sensitive and resistant to immunotherapy, we used an experimental model of the 4T1 cell line, a triple negative breast carcinoma known for its resistance to ICI therapy.^9^ Previous studies have shown that increasing the mutational burden in cancer cells can enhance their response to immunotherapy.^9^^,^^15^ Following this, we exposed 4T1 cells to 1-methyl-3-nitro-1-nitrosoguanidine (MNNG) and generated polyclonal cells that would respond to anti-PD1 (referred to as 4T1m) as opposed to the resistant (parental) clone (referred to as 4T1p). The cells were then implanted into the mammary fat pad of mice and subsequently treated with anti-PD1 or IgG control. Similar to a previous study using this approach,^9^ mice bearing 4T1m tumors displayed a significant reduction in tumor growth following anti-PD1 therapy as opposed to mice bearing 4T1p tumors, indicating that 4T1m tumors were sensitive while 4T1p tumors were resistant to immunotherapy (Figure S1). At the endpoint (following two weeks of treatment), both 4T1p and 4T1m tumor-bearing mice treated with anti-PD1 were harvested and processed into single-cell suspensions for further analysis, as outlined below.

Persistent expression of inflammatory factors produced within the tumor microenvironment, including GM-CSF, G-CSF, IL-6, IL-1β, TNF-α, and IFN-γ, is known to promote the expansion of immunosuppressive cells.^12^ These same inflammatory factors also typically support the normal differentiation and migration of IMCs, even in the context of cancer.^16^^,^^17^^,^^18^ Performing cytokine array comparing 4T1m and 4T1p, we observed significantly higher expression levels of inflammatory cytokines, including GM-CSF, TNF-α, and IL-6, in 4T1m compared to 4T1p tumors (Figure S2). We hypothesized that the elevated cytokine levels in sensitive tumors could stimulate the migration of IMCs to the tumor microenvironment, which may subsequently differentiate into cells with either pro-tumoral or anti-tumoral functions.

Typically, GR-1^+^CD11B^+^ cells are analyzed to study MDSCs^19^; however, recent studies have identified the expression of Ly6C on other IMCs, including granulocytic monocytic progenitors (GMPs) and monocytic dendritic progenitors (MDPs).^20^^,^^21^ Moreover, GMPs were shown to give rise to LKS^−^Ly6C^+^CD115^hi^ progenitors, indicating that while GR-1 is included among lineage-negative (Lin^−^) cells, Ly6C itself does not necessarily denote lineage-negative identity.^22^ This further suggests that GR-1+ cells can include both non-active IMCs (CD11B^−^), and immunosuppressive IMCs, referred to as MDSCs. Therefore, we isolated cells from anti-PD1-treated 4T1p and 4T1m tumors based on the GR-1 marker, which collects both Ly6C and Ly6G surface markers in mice.^23^ 

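Single-cell transcriptomes were collected from GR-1+ cells of anti-PD1-treated tumors of 4T1p, the parental line of a triple-negative breast carcinoma that resists the therapy, and of 4T1m, cells derived from it by mutagenesis that respond. Cells were isolated with magnetic beads and sequenced as 1 library per tumor type with the 10x Genomics 3′ v3 chemistry. With 1 library per condition there are no replicates, so no difference between the tumors was tested, and the 95% intervals given with counts and shares (exact Poisson and exact binomial) cover counting error only. The authors aligned the reads to GRCm38 with Cell Ranger and deposited raw UMI counts per gene and barcode, for barcodes called as cells and before any filter on cell quality. The library labelled 4T1p held 1641 barcodes and 9021132 UMIs, with a median of 2066 UMIs per barcode. The library labelled 4T1m held 2749 barcodes and 14840190 UMIs, with a median of 2763 UMIs per barcode. The paper's own medians are 2763 UMIs per cell for 4T1p and 2066 for 4T1m, so each library has the median that the paper gives for the other condition. Samples are taken as the deposited files label them, the libraries are therefore called the library labelled 4T1p and the library labelled 4T1m, and every direction between them rests on those labels. After the filters of the paper on detected genes, UMIs and mitochondrial share, 1128 and 2092 cells remained in the libraries labelled 4T1p and 4T1m. Scrublet, used in place of scDblFinder, then removed the 13 and 44 cells with the highest doublet scores, 1% per 1000 cells of each library. The requirement of a Ptprc UMI left 507 and 1540 cells. Counts of both libraries were normalized together with SCTransform, and levels of genes in a group of cells are given in CPM, the summed UMIs of a gene scaled to a fixed total of UMIs in each group (counts per 1e6).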

Data visualization revealed two distinct GR-1+ cell populations in tumor samples, corresponding to monocytic and granulocytic clusters in both 4T1p and 4T1m tumors^24^ (Figure 1A).

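Louvain clustering on 11 principal components at a resolution of 0.8 gave 11 clusters of 2047 kept cells. One cluster carried the B cell markers and another the T cell markers, and both were left out. Of the remaining 1987 cells, 919 lay in 4 monocytic-like clusters and 1068 in 5 granulocytic-like clusters, named from lists of 10 monocytic genes (such as Csf1r and Apoe) and 8 granulocytic genes (such as S100a8 and Cxcr2). Monocytic-like cells were deeper, with a median of 10908 UMIs against 2723 in granulocytic-like cells. Both lineages were present in both libraries. Monocytic-like cells made up 65.9% of the myeloid cells in the library labelled 4T1p (95% interval 61.6 to 70.1, 329 of 499 cells) and 39.7% in the library labelled 4T1m (37.2 to 42.2, 590 of 1488 cells). Of the alternatives tried, leaving out the Ptprc filter moved these shares most, to 78.0% and 49.8%. Genes of the monocytic list differ in level between the libraries within this lineage, so these shares carry the limit that the clusters were not rebuilt without them.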

**Figure 1:**
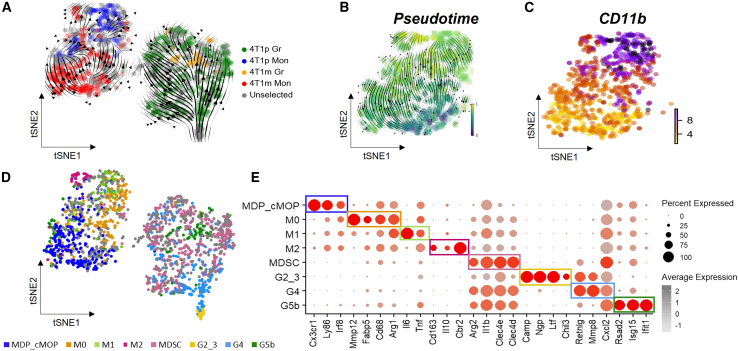
Characterization of GR1+ cells in 4T1m and 4T1p tumors following anti-PD1 therapy 4T1m (immunotherapy-responsive) and 4T1p (immunotherapy-resistant) tumors were harvested two weeks after treatment with anti-PD1 and were prepared as single cell suspensions. Subsequently, GR-1+ cells were isolated using magnetic beads, and processed for transcriptome analysis at a single cell level, using the 10× Genomic platform. (A) tSNE plot of 1959 GR-1+ cells, with 910 cells are monocytes (left cluster) and 1049 cells are granulocytes (right cluster). Cells are colored according to their classification as differentially abundant in the groups: 4T1p Gr and 4T1m Gr (granulocytes), 4T1p Mon and 4T1m Mon (monocytes), and unselected cells. (B) RNA velocity and pseudotime trajectory of the monocytic population, illustrating the maturation pattern with directional arrows indicating cell state progression. (C) mRNA expression of Itgam (CD11B), as determined by RNA velocity in the monocytic population, demonstrated higher expression in the mature monocytic state. (D) tSNE plot of cells annotated by the identified cell types. (E) A dotplot summarizing the expression of key marker genes across identified cell types, validating cell classification via a semi-supervised approach.

In this study, we first leveraged the association of GR-1 with myeloid cell differentiation to examine the diverse subsets within the population and their conditions, including their maturation stage. We aimed to analyze the dynamic accumulation and differentiation patterns of myeloid cells across each cluster. To accomplish this, we implemented two computational tools: (a) RNA velocity analysis, which recovers directional information by distinguishing newly pre-mRNA from mature mRNA.^25^ Projected arrows in the tSNE plot illustrate maturation trajectories for monocytic (left) and granulocytic (right) cells (Figure 1A). (b) Differential abundance (DA) analysis, performed with the DAseq package,^26^ was used to test unbiasedly which cells are depleted or enriched under the different conditions. Four distinct regions were identified - two for each condition (i.e., 4T1m and 4T1p tumors) - corresponding to both monocytic and granulocytic cells (Figure 1A). 

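Differential abundance was computed from the 50 nearest cells of the same lineage in the principal components, in place of DAseq. A cell entered a region when the log2 ratio of the 2 libraries among these neighbors, each relative to its size in the lineage, was beyond 1 in either direction. Among monocytic-like cells, 301 formed the region enriched for the library labelled 4T1m, of which 278 came from that library and 23 from the other. The region enriched for the library labelled 4T1p held 193 monocytic-like cells, 157 from that library and 36 from the other. Among granulocytic-like cells, the corresponding regions held 544 cells (525 labelled 4T1m and 19 labelled 4T1p) and 104 cells (39 labelled 4T1m and 65 labelled 4T1p). Without the Ptprc filter, the monocytic regions labelled 4T1m and 4T1p held 539 and 592 cells. With at most 5% mitochondrial UMIs they held 140 and 106. The regions are drawn in expression space, so genes that separate them are not independent of how they were drawn.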

The “Unselected” cells refer to cells that were not specifically enriched in any particular condition. Our previous study on naive 4T1p and 4T1m samples revealed that immunotherapy resistance manifests at an earlier developmental stage within the granulocytic lineage, inhibiting the differentiation into Ly6E neutrophils and thereby supporting immunotherapy resistance.^9^ Consistently, the cells from the sensitive tumors to anti-PD1 (4T1m) are indeed located at the terminal stage of the granulocytic lineage (Figures 1A and S3A). Using downstream analyses of DA, we identified differentially expressed genes (DEGs) in granulocytic cells and found that DA-enriched cells in 4T1m tumors expressed high levels of interferon-inducible genes and *Ly6E*, consistent with our previous findings^9^ (Figure S3B; Table S1). In contrast, our updated analysis of anti-PD1-treated monocytic cells revealed a significant proportion of cells from 4T1m tumors occupying a pre-mature monocytic cluster (Figures 1A and 1B). 

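Ly6e (ENSMUSG00000022587, chromosome 15 from 74955051 to 74959905 in GRCm38) was compared between the granulocytic regions, with directions that follow the labels of the files, each of which has the median UMIs that the paper gives for the other tumor. Its level was 47.8 CPM (95% interval 37.7 to 59.8) in the region enriched for the library labelled 4T1m, from 76 UMIs, and 343 CPM (283 to 413) in the region enriched for the library labelled 4T1p, from 113 UMIs. The log2 ratio of the region labelled 4T1m over the region labelled 4T1p was −2.84 (95% interval −3.28 to −2.41), and comparing all granulocytic-like cells by library, without regions, moved it most, to −1.65. The interferon-inducible genes had the same direction. Ifi47 (ENSMUSG00000078920, chromosome 11 from 49076587 to 49096974) had 16.4 CPM (10.7 to 24.0) and 553 CPM (475 to 639), a log2 ratio of −5.08 (−5.73 to −4.48). Rsad2 (ENSMUSG00000020641, chromosome 12 from 26442746 to 26456452) had 96.9 CPM (82.2 to 113) and 3536 CPM (3335 to 3745), a log2 ratio of −5.19 (−5.44 to −4.95). For Ifit1, Isg15, Xaf1, Gbp3, Gbp5, Gbp9 and Irf7, the log2 ratios lay between −5.10 and −3.05. Ifit2 had 1 UMI in the region labelled 4T1m and 60 in the region labelled 4T1p, a log2 ratio of −8.18 (−13.51 to −5.64). No UMI of Ifit3 was counted in the region labelled 4T1m, which allows up to 1.89 CPM, against 176 CPM (134 to 228) in the region labelled 4T1p. Over all granulocytic-like cells by library, without regions, the log2 ratios were nearer 0, at −2.32 (−2.67 to −1.98) for Ifi47, −2.01 (−2.15 to −1.87) for Rsad2, −3.70 (−4.56 to −2.91) for Ifit2 and −2.39 (−3.12 to −1.68) for Ifit3, and between −2.34 and −1.44 for the other 7 genes.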

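The position of these cells along RNA velocity was not analysed here, and their abundance was measured as shares of the 2 libraries, taken as labelled in the files although the medians of UMIs are exchanged relative to the paper. The monocytic region enriched for the library labelled 4T1m held 18.7% of the myeloid cells of that library (exact binomial 95% interval 16.7 to 20.8) and 4.61% of those of the library labelled 4T1p (2.94 to 6.84). The monocytic region enriched for the library labelled 4T1p held 31.5% of its own library's myeloid cells (27.4 to 35.7) and 2.42% of those of the library labelled 4T1m (1.70 to 3.33). These differences in abundance follow from how the regions were drawn.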

Notably, these cells lacked *CD11b* expression, suggesting they represent non-activated IMCs rather than MDSCs (Figure 1C). 

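Itgam, the gene that encodes CD11b (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491 on the plus strand of GRCm38), had at least 1 UMI in 91.0% (87.2 to 94.0) of the cells in the monocytic region enriched for the library labelled 4T1m, a label taken from the file whose median of UMIs the paper gives for the other tumor. In the monocytic region enriched for the library labelled 4T1p, the share was 62.2% (54.9 to 69.0). Median depths were 10816 and 14821 UMIs per cell. With each cell thinned to 1000 UMIs, which left out 8 and 6 shallower cells, the shares were 43.7% (37.9 to 49.6) and 12.3% (7.96 to 17.9). As a background, 1 of 26 T cell-like cells had an Itgam UMI (3.85%, 0.0973 to 19.6), at a median of 5254.5 UMIs, and 3.85% after thinning.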

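The monocytic-like cells fell into 4 clusters, numbered 1, 2, 5 and 7 in the rebuilt clustering, whose numbers do not correspond to those of the paper. Cluster 1 (median 15261.5 UMIs) was led by Cxcl9, Klrb1b, Ccl5, Spon1, H2-Eb1 and H2-DMb1, and held 146 cells labelled 4T1p and 178 labelled 4T1m. Cluster 5 (median 2297 UMIs) was led by Stmn1, Tifab, Tuba1b and Ccl12, with 94 and 139 cells. Cluster 2 (median 11382.5 UMIs) was led by Thbs1, Sdc1, Plcb1 and Mmp12, with 71 and 219 cells, and cluster 7 (7188 UMIs) by Cd163, Lyve1 and Cbr2, with 18 and 54 cells. Of the cells that the SCINA model assigned to the signature of Cx3cr1, Ly86 and Irf8, 168 lay in cluster 1 and 75 in cluster 5, against 18 in cluster 2 and 8 in cluster 7.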

Unsupervised clustering revealed that this pre-mature population was distributed across two subclusters (5 and 0), both expressing genes associated with dendritic cells or macrophages, but lacking granulocyte-associated markers (Figure S4). These included *C1q* family members and MHC class II genes such as *H2-Ab1* and *H2-Eb1*, which are characteristic of macrophages and dendritic cells^27^ (Figure S4). 

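The C1q genes C1qa, C1qb and C1qc lie side by side on chromosome 4 of GRCm38 between 136880129 and 136898803, and H2-Ab1 and H2-Eb1 on chromosome 17 from 34257689 to 34269419 and from 34305867 to 34316674. Since C1q genes and H2-Ab1 were also among the genes that named the monocytic lineage, they were compared within it, between the cells assigned to the MDP-cMOP signature and the other monocytic-like cells. C1qa had a UMI in 94.6% (91.2 to 96.9) of the former and 70.9% (67.3 to 74.4) of the latter, at median depths of 14610 and 9907 UMIs. After thinning, which left out 7 and 46 cells, the shares were 92.2% and 55.8%. H2-Eb1 had a UMI in 93.1% (89.5 to 95.8) and 71.8% (68.2 to 75.3) of these cells, and in 79.2% and 48.5% after thinning. H2-Ab1 had a UMI in 93.5% and 80.3% (83.6% and 55.0% thinned), C1qb in 93.5% and 68.0% (86.2% and 49.2%), and C1qc in 94.6% and 66.6% (85.1% and 46.2%). Granulocytic-like cells, which should lack these genes, had a C1qa UMI in 16.1% (13.9 to 18.4) and an H2-Eb1 UMI in 15.4% (13.3 to 17.8) of cells, 8.61% and 6.03% after thinning, which left out 57 cells.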

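Each myeloid cell was assigned to 1 of 8 signatures, made of the genes on the axis of Figure 1E, or to none, with an implementation of the SCINA model. The MDSC signature took 697 cells, of which 660 were granulocytic-like, and its 10 leading genes by fold (among them Mirt1, Il1f9, Hdc and Csf1) held 0 of its own markers. The M0 signature took 170 cells, led by Mmp12, Tnfrsf9 and Fabp5, the M1 signature 68 cells, led by Il6 and Thbs1, and the M2 signature 48 cells, led by Cd163, Cbr2 and Lyve1. Among granulocytic stages, 32 cells took the G2_3 signature (led by Camp, Ltf and Ngp), 163 the G4 signature (Retnlg, Mmp8 and Prok2) and 85 the G5b signature (Ifit1, Cmpk2 and Usp18). No signature was assigned to 448 cells, whose median depth was 2677 UMIs. No signature other than G2_3 had 3 of its own markers among its 10 leading genes. The M1 signature, made of Il6 and Tnf, could not, and the MDP-cMOP, M2, G4 and G5b signatures could only with all of their genes. These markers also assigned the cells, so this count is no test of identity. The groups are called by their signatures and not by a cell type.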

Semi-supervised clustering using known marker genes identified immune populations including various macrophage subsets (M0, M1, M2) and neutrophil populations at different stages of maturation (G2–G5b), consistent with previous classifications^28^ (Figure S5). 

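The signature of Cx3cr1, Ly86 and Irf8 was assigned to 276 cells, 269 of them monocytic-like, at 3663393 UMIs in all. Its 10 leading genes by fold were Cx3cr1, Olfml3, C6, Fgd2, Siglec1, Sh2d1b1, Ppfia4, Adamdec1, Gpr34 and Ccl12. The granulocyte gene S100a8 had a UMI in 52.5% (46.5 to 58.6) of these cells and 98.5% (97.6 to 99.1) of granulocytic-like cells, and in 11.9% and 97.5% after thinning to a common depth. In cells of the signature labelled 4T1p alone, the shares were lower, at 36.0% (27.6 to 45.1) and 6.56% (2.87 to 12.5) thinned. Summed levels of S100a8 in cells of the signature were 791 CPM labelled 4T1p and 717 CPM labelled 4T1m. In B cell-like cells, which should lack it, the share was 32.4% (17.4 to 50.5) at a median of 3840 UMIs, and 14.7% (4.95 to 31.1) after thinning. In T cell-like cells it was 15.4% (4.36 to 34.9), and 3.85% (0.0973 to 19.6) after thinning, so the level of the background is uncertain. Csf3r had a UMI in 38.8% (33.0 to 44.8) of cells of the signature and 80.6% (78.1 to 82.9) of granulocytic-like cells, 8.18% and 54.6% after thinning. None of the 34 B cell-like cells had a Csf3r UMI, which allows a share of up to 8.82%. Csf1r, which encodes CD115, had a UMI in 88.8% (84.4 to 92.2) of cells of the signature and 10.6% (8.80 to 12.6) of granulocytic-like cells. Of genes of progenitors, Kit (CD117) had a UMI in 5 cells of the signature (1.81%, 0.591 to 4.18), Cd34 in 2 (0.725%, 0.0879 to 2.59) and Flt3 (CD135) in none, which allows up to 1.09%. Ly6c2 had a UMI in 2 of them, the same share as Cd34, and in 30.8% of T cell-like cells.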

Based on our analysis, we identified a cluster representing monocytic dendritic progenitors (MDPs) and common monocyte progenitors (cMOPs), as these cells express dendritic cell- or macrophage-associated genes, but not granulocyte markers (Figures S4 and S5). This cluster also lacked expression of genes associated with terminal maturation, such as *CD11b* (Figure 1C). 

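An Itgam UMI was found in 207 of the 276 cells assigned to the MDP-cMOP signature (75.0%, 69.5 to 80.0). The share was 83.5% (77.1 to 88.8) in cells of the M0 signature, 73.4% (69.8 to 76.7) in the other monocytic-like cells and 54.3% (51.3 to 57.3) in the shallower granulocytic-like cells. After thinning, the shares were 22.7% (17.8 to 28.2) in cells of the signature, 30.1% (23.3 to 37.7) in cells of the M0 signature, 31.5% in the other monocytic-like cells and 27.5% in granulocytic-like cells, with 4 cells of the M0 signature left out. B cell-like cells, which should lack the gene, had a share of 5.88% (0.720 to 19.7), and 2.94% (0.0744 to 15.3) after thinning. Within the signature, the thinned share was 11.5% in the library labelled 4T1p and 32.0% in the library labelled 4T1m, whose medians of UMIs are exchanged relative to the paper (66.4% and 82.1% unthinned).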

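Cx3cr1 (ENSMUSG00000052336) lies on chromosome 9 from 119901616 to 120069879 of GRCm38, Ly86 (ENSMUSG00000021423) on chromosome 13 from 37345208 to 37419036, and Irf8 (ENSMUSG00000041515) on chromosome 8 from 120736358 to 120756694. These genes define the MDP-cMOP signature by which the cells were assigned, so their levels in the assigned cells are not results and are left out. Outside the signature, Cx3cr1 had a UMI in 19.4% (16.4 to 22.6), Ly86 in 60.0% (56.1 to 63.8) and Irf8 in 65.1% (61.3 to 68.7) of the other monocytic-like cells, and after thinning in 3.81%, 16.7% and 18.9%. In granulocytic-like cells, which should lack them, the shares were 1.12% (0.582 to 1.95), 1.78% (1.07 to 2.76) and 1.69% (1.00 to 2.65), and 0.692%, 0.396% and 0.692% after thinning, so all 3 genes were detected above that background in monocytic-like cells beyond the signature.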

The presence of *Cx3cr1*, *Ly86*, and *Irf8* in this cluster further supports its identity as an MDP–cMOP population^22^ (Figures 1D and 1E). Pathway enrichment analysis indicated that the MDP–cMOP cluster exhibits stem/progenitor-like features, consistent with their immature phenotype (Figure S6 and Table S2). 

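The gene lists in Table S2 for duodenal stem, differentiating stem and transit amplifying cells were used as far as the table gives them, 67, 66 and 65 genes of sets of 238, 252 and 168, so no enrichment test was run on them. The lists were drawn by the paper from these same cells and are no independent evidence. Against the other monocytic-like cells, the summed level in cells assigned to the MDP-cMOP signature had a log2 ratio of 0.24 (95% interval 0.23 to 0.25) for the stem list, 0.19 (95% interval 0.18 to 0.21) for the differentiating stem list and 0.12 (95% interval 0.12 to 0.13) for the transit amplifying list. Of the listed genes, 14, 9 and 20 encode ribosomal proteins, and without these the log2 ratios were 0.36, 0.22 and 0.13. All ribosomal protein genes together had a log2 ratio of 0.05. Cycling cells, scored with 43 S and 52 G2M genes, made up 28.3% (23.0 to 34.0) of cells of the signature and 29.5% (26.1 to 33.2) of the other monocytic-like cells, a difference within counting error. With a rule on single markers in place of the SCINA model, the shares were 23.3% (19.9 to 27.0) and 38.8% (33.6 to 44.2), apart by more than counting error. Granulocytic-like cells scored as cycling at 54.3%. Whether cells scored as cycling divide was not tested, so the share cannot be read as a share of dividing cells. With the same cells thinned, the shares in the monocytic-like groups were 41.6% (35.7 to 47.8) and 37.1% (33.2 to 41.1). Leaving out the Ptprc filter moved the share in the other monocytic-like cells most, to 40.3%.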

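Genes other than those of the signature were compared between the cells assigned to the MDP-cMOP signature and those of the MDSC signature, 97 and 600 of which came from the libraries labelled 4T1p and 4T1m. Tables S3 and S4 were available with 1999 of 9346 and 1999 of 9752 genes. Csf1r had 675 CPM (648 to 702) in cells of the MDP-cMOP signature and 68.7 CPM (58.2 to 80.4) in cells of the MDSC signature, a log2 ratio of 3.30 (95% interval 3.06 to 3.54). H2-Ab1 had 4231 CPM (4164 to 4298) and 172 CPM (155 to 190.1), a log2 ratio of 4.62 (4.47 to 4.77), which log-normalization in place of SCTransform moved most, to 3.56. The log2 ratios of C1qa, H2-Eb1 and Tmem176b were 5.70, 4.82 and 4.30. Within the library labelled 4T1p, those of C1qa, H2-Eb1, Tmem176b and H2-Ab1 were 4.81, 4.01, 4.35 and 4.04. Within the library labelled 4T1m they were 5.74, 4.70, 3.92 and 4.45. For H2-Eb1 and H2-Ab1 the values within both libraries lay below the pooled value. Itgam had a log2 ratio of −0.42 (95% interval −0.56 to −0.28), which changed its direction, to 0.26, when a rule on single markers replaced the SCINA model. Within the library labelled 4T1p it was −0.99 (−1.30 to −0.67), and within the library labelled 4T1m −0.04 (−0.20 to 0.12). Against cells of the M0 signature, the log2 ratios of C1qa, H2-Ab1, H2-Eb1, Tmem176b and Csf1r were smaller, at 1.35, 0.89, 1.05, 1.91 and 0.76. Itgam was lower than in cells of the M0 signature by a log2 ratio of −0.74 (95% interval −0.87 to −0.61), from 945 and 883 UMIs. Cells of the MDSC signature were mostly granulocytic-like, so that comparison is largely one between lineages. The paper proposes from these comparisons and the marker genes that MDP-cMOPs are present in treated tumors.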

Finally, DEGs analysis comparing MDP–cMOPs with other IMCs—including MDSCs (Figure S7A and Table S3) and M0 macrophages (Figure S7B and Table S4)—highlighted signature genes such as *Cx3cr1* and *Ly86*, consistent with previous reports.^11^^,^^22^ Taken together, our single-cell analysis suggests that MDP–cMOPs are present in ICI-treated tumors.

### Monocytic-dendritic progenitors and common monocytic progenitors tend to accumulate in sensitive tumors

To confirm that MDP-cMOP cells are present in tumors, we characterized cell types from healthy bone marrow (Figure S8A) and integrated them with the tumor MDP-cMOP cluster (Figure S8B; see STAR Methods) to distinguish them from MDSCs. Indeed, we found that the MDP-cMOP cluster is closely related to MDPs derived from healthy bone marrow, further suggesting that these were true MDP-cMOPs (Figure S8B). Interestingly, while MDPs in the bone marrow exhibited gene signatures associated with hematopoietic stem and progenitor cell (HSPC) differentiation, such as Hmgb3 and Plac8,^29^^,^^30^ in the tumors, they displayed genes associated with their differentiation into M2-like macrophages, e.g., Gatm and Mafb^31^^,^^32^ (Figure S8C).

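The tumor side of this comparison was measured, and the bone marrow cells were not analysed here. In the cells assigned to the MDP-cMOP signature, Gatm (chromosome 2 from 122594467 to 122611303 of GRCm38) had 1484 CPM (1445 to 1524). Gatm had a log2 ratio of 1.60 (95% interval 1.50 to 1.70) against cells of the M0 signature and 4.67 against those of the MDSC signature. Within the library labelled 4T1p these were 1.36 and 3.61 (3.19 to 4.05). Within the library labelled 4T1m they were 1.75 and 4.92 (4.60 to 5.25). Plac8 had 98.3 CPM (88.4 to 109) and a log2 ratio of −1.11 (−1.32 to −0.91) against cells of the M0 signature. Within the library labelled 4T1p this ratio was −0.57 (−0.87 to −0.27), and within the library labelled 4T1m −1.70 (−2.01 to −1.40). Hmgb3 had 13 UMIs in 10 cells of the signature (3.62%, 1.75 to 6.56). All 13 UMIs were in the library labelled 4T1m. None of the 125 cells of the signature labelled 4T1p had one, which allows a share of up to 2.40%. As a background, 3 of 34 B cell-like cells (8.82%, 1.86 to 23.7), 9 granulocytic-like cells (0.843%, 0.386 to 1.59) and none of 26 T cell-like cells, which allows a share of up to 11.5%, had a UMI of the gene.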

To validate these findings, we analyzed tumor samples from mice bearing 4T1p or 4T1m tumors treated with anti-PD1. Given the rarity of these cells, we utilized flow cytometry to detect MDP-cMOPs without separating MDPs from cMOPs, aligning with our scRNA-seq analysis. While cMOPs express Ly6C and MDPs express CD135,^11^ our flow cytometry approach identified both populations together using the surface marker combination SCA1^-^CD117^+^CD34^+^CD115^+^ (Table S5). The single-cell analysis demonstrated that the abundance of MDP-cMOPs between tumors resistant and sensitive to anti-PD1 was over 2-fold higher in responding tumors (Figure 2A). These results were also confirmed in mice using flow cytometry, showing that MDP-cMOP frequency was higher in the 4T1m tumors compared to the 4T1p tumors (Figures 2B and S9 for gating strategy). In contrast, the analysis of subsets of macrophages revealed that M1-and M2-like macrophages were more abundant in the resistant tumors compared to the more sensitive ones (Figures 2C, 2D, and S10 for gating strategy). 

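By the labels of the files, the share of cells assigned to the MDP-cMOP signature among GR-1+ myeloid cells was 25.1% in the library labelled 4T1p (exact binomial 95% interval 21.3 to 29.1, 125 cells) and 10.1% in the library labelled 4T1m (8.66 to 11.8, 151 cells). The ratio of the share labelled 4T1m over the share labelled 4T1p was 0.405 (0.317 to 0.518), or 2.47 (1.93 to 3.15) in the other direction. The direction rests on labels that go against the medians of UMIs per cell in the paper. Taking the share among monocytic-like cells moved the ratio to 0.662, from 24.7% and 37.4%. The same share without the Ptprc filter, an alternative chosen after seeing the data, moved it most, to 0.965 (0.781 to 1.19), from 19.2% (16.8 to 21.8) and 19.9% (17.3 to 22.8). Because the genes of a signature can differ between libraries themselves, the assignment was repeated without each of them, and the ratio of the MDP-cMOP signature share, labelled 4T1m over labelled 4T1p, was 0.378 with the signature without Cx3cr1, 0.451 with the signature without Ly86 and 0.414 with the signature without Irf8. Median depths of the assigned cells were 16056 and 12884 UMIs, and with each cell thinned to 1000 UMIs the ratio was 0.454, from 7.68% and 16.9%. From the higher abundance that it reports in sensitive tumors by single cells and by flow cytometry, and from flow cytometry in which M1- and M2-like macrophages were more frequent in resistant tumors, the paper proposes as a hypothesis that MDP-cMOPs might accumulate in sensitive tumors without an immunomodulatory function, and that in resistant tumors they may differentiate into immunosuppressive monocytic cells.

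**Figure D1:**
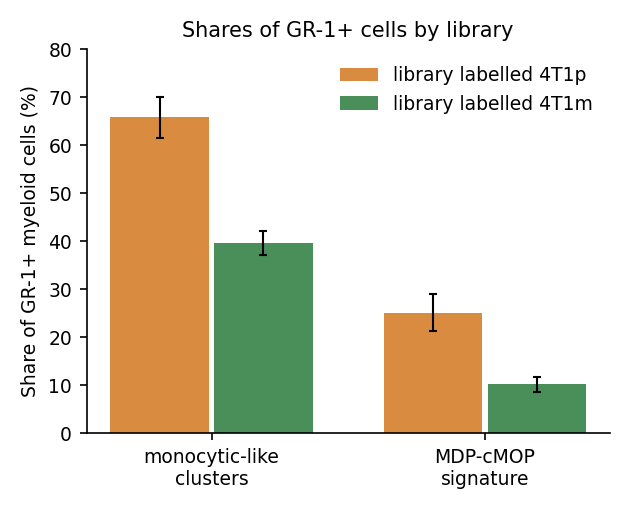
Shares of GR-1+ myeloid cells (in percent) in monocytic-like clusters and in cells assigned to the MDP-cMOP signature, for the library labelled 4T1p (orange) and the library labelled 4T1m (green), 1 library each. Error bars are exact binomial 95% intervals, which cover counting error only; the share of the MDP-cMOP signature is 25.1% in the library labelled 4T1p and 10.1% in the library labelled 4T1m.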

We, therefore, hypothesized that MDP-cMOPs might accumulate in sensitive tumors, where they have no immunomodulatory function. However, in tumors resistant to ICI, these cells may potentially differentiate into immunosuppressive monocytic cells (e.g., MDSCs and M2 macrophages), further explaining therapy resistance.

**Figure 2:**
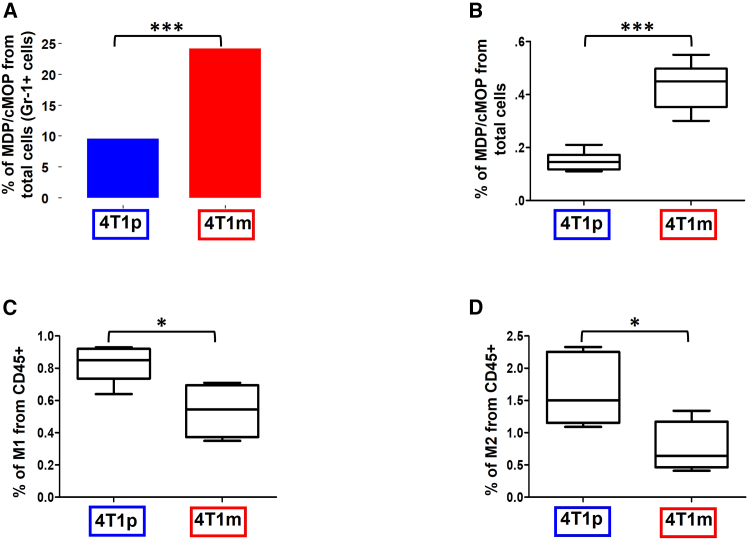
Enrichment of MDP-cMOPs in responsive tumors (A) The frequency of MDP-cMOPs was quantified as a percentage of total GR-1+ cells between 4T1p and 4T1m tumors. Statistical comparisons were performed using the BCa bootstrap independent two-samples test for proportion differences. (B–D) 4T1p and 4T1m tumor-bearing mice were treated with anti-PD1. After 2 weeks, tumors were removed and prepared as single-cell suspensions. The percentage of MDP-cMOPs (B), M1-like (C), and M2-like (D) macrophages was analyzed by flow cytometry. The gating strategies are shown in Figures S1 and S2. Data are presented as mean ± standard deviation (SD). Statistical significance was assessed by an unpaired two-tailed t-test. Significant *p*-values are shown as ∗*p* < 0.05, ∗∗∗*p* < 0.001.

### Monocytic-dendritic progenitors and common monocytic progenitors are pre-committed to immunosuppressive monocytic cells

To further investigate the differences between 4T1p and 4T1m tumors in relation to monocytic cells, we performed differential expression analysis between the two DA regions (4T1m-Mon vs. 4T1p-Mon, from Figure 1A). 

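Table S6 was available with 1999 of 9807 genes. In the monocytic regions, Itgam had 2238 UMIs, or 654 CPM (95% interval 627 to 681), in the region enriched for the library labelled 4T1m and 482 UMIs, or 194 CPM (177 to 212), in the region enriched for the library labelled 4T1p. The log2 ratio of the former over the latter was 1.75 (95% interval 1.61 to 1.90), under the labels of the files, which are exchanged relative to the medians of UMIs in the paper. Of the alternatives tried, comparing all monocytic-like cells by library without regions moved it most, to 0.83. The files list the symbol Itgam for a second identifier (ENSMUSG00000108596), whose log2 ratio was 1.59.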

We found higher expression of *CD11b* (*Itgam*) in the 4T1p-Mon cluster compared with the 4T1m-Mon cluster (Figures 3A and 3B; Table S6). This finding indicates that 4T1p tumors contain a greater proportion of more mature monocytic cells compared to 4T1m tumors. 

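Over all monocytic-like cells, whose proportions do not depend on the regions, an Itgam UMI was found in 65.7% (60.2 to 70.8) of the 329 cells in the library labelled 4T1p and 78.8% (75.3 to 82.0) of the 590 cells in the library labelled 4T1m. After thinning, which left out 23 and 29 cells, the shares were 19.6% (15.3 to 24.5) and 33.9% (30.0 to 38.0). Summed levels were 280.3 CPM (264 to 298) and 498 CPM (481 to 516) in the libraries labelled 4T1p and 4T1m, an order that stands or falls with the labels of the files. From the higher Itgam that it reports for its resistant tumors, the paper concludes that these hold a greater proportion of mature monocytic cells.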

We also observed elevated expression of genes associated with inflammatory monocytes, such as Il1b and Nlrp3,^33^ as well as chemokines such as Cxcl1, Cxcl2, and Cxcl3.^34^ Additionally, *Ptgs2*, a gene representing a factor known to promote the generation of immunosuppressive macrophages from monocytes,^35^ was highly expressed in this cluster, consistent with the maintenance of an immunosuppressive microenvironment, as expected in resistant tumors (Figure 3B). 

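Il1b (chromosome 2 from 129364570 to 129371139 of GRCm38) had 6269 CPM (6185 to 6353) in the monocytic region enriched for the library labelled 4T1m and 2027 CPM (1971.5 to 2084) in the region enriched for the library labelled 4T1p, a log2 ratio of 1.63 (95% interval 1.58 to 1.67). Nlrp3 (chromosome 11 from 59541568 to 59566956) had 969 CPM (936 to 1002) and 437 CPM (412 to 464), a log2 ratio of 1.15 (1.05 to 1.25). Of the chemokines, which lie together on chromosome 5, Cxcl1 had a log2 ratio of 2.70 (2.64 to 2.76), Cxcl2 of 1.63 (1.60 to 1.65) and Cxcl3 of 5.00 (4.77 to 5.24), the last from 6884 and 156 UMIs. All of these ratios were above 0 with the libraries taken as labelled in the files, which are exchanged relative to the paper's medians of UMIs. With all monocytic-like cells compared by library, they were 0.98 for Il1b, 0.88 for Nlrp3, 1.22 for Cxcl1, 0.75 for Cxcl2 and 2.02 for Cxcl3.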

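Ptgs2 (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227 of GRCm38) had 9325 UMIs, or 2724 CPM (2669 to 2779.9), in the monocytic region enriched for the library labelled 4T1m and 499 UMIs, or 201 CPM (184 to 219), in the region enriched for the library labelled 4T1p. The log2 ratio was 3.76 (95% interval 3.63 to 3.90), and 1.94 (1.87 to 2.02) over all monocytic-like cells by library, with the direction again that of the files' labels.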

Importantly, when analyzing cells enriched in 4T1m tumors, we found the same genes associated with the MDP–cMOP population—such as *C1q* and MHC class II genes—and also identified genes linked to their differentiation into M2-like macrophages, including *Irf7*, *Jun*, and *Klf2*^36^^,^^37^ (Figures 3B and 3C). Furthermore, TMEM176b, known to inhibit inflammasome and suggested to be a negative regulator of dendritic cell maturation,^38^ was overexpressed in this cluster. This further indicates the commitment of MDP-cMOPs to immunosuppressive M2-like cells rather than to dendritic cells (Figures 3B and 3C). 

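C1qa (ENSMUSG00000036887) had 1514 CPM (1473 to 1556) in the monocytic region enriched for the library labelled 4T1m and 6128 CPM (6031 to 6226) in the region enriched for the library labelled 4T1p. The log2 ratio was −2.02 (95% interval −2.06 to −1.97), and those of C1qb and C1qc were −2.04 and −1.86. Among MHC class II genes, H2-Ab1 (ENSMUSG00000073421) had a log2 ratio of −1.88 (−1.93 to −1.83) and H2-Eb1 (ENSMUSG00000060586) of −2.15 (−2.20 to −2.10). Irf7 (chromosome 7 from 141262706 to 141266481 of GRCm38) had 59.9 CPM (52.0 to 68.7) and 331 CPM (309 to 355), a log2 ratio of −2.47 (−2.70 to −2.25). Jun (chromosome 4 from 95049034 to 95052222) had a log2 ratio of −2.13 (−2.23 to −2.03) and Klf2 (chromosome 8 from 72319033 to 72321656) of −2.93 (−3.08 to −2.79). Jun and Klf2 are also among the genes that tissue dissociation can raise, and handling of the libraries was not excluded as their cause. With all monocytic-like cells compared by library, the log2 ratios of C1qa, H2-Ab1, Irf7, Jun and Klf2 were −0.91, −1.03, −1.72, −1.24 and −1.74. All of these ratios were below 0, that is, higher levels in the library labelled 4T1p, under labels that go against the paper's medians of UMIs.

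**Figure D2:**
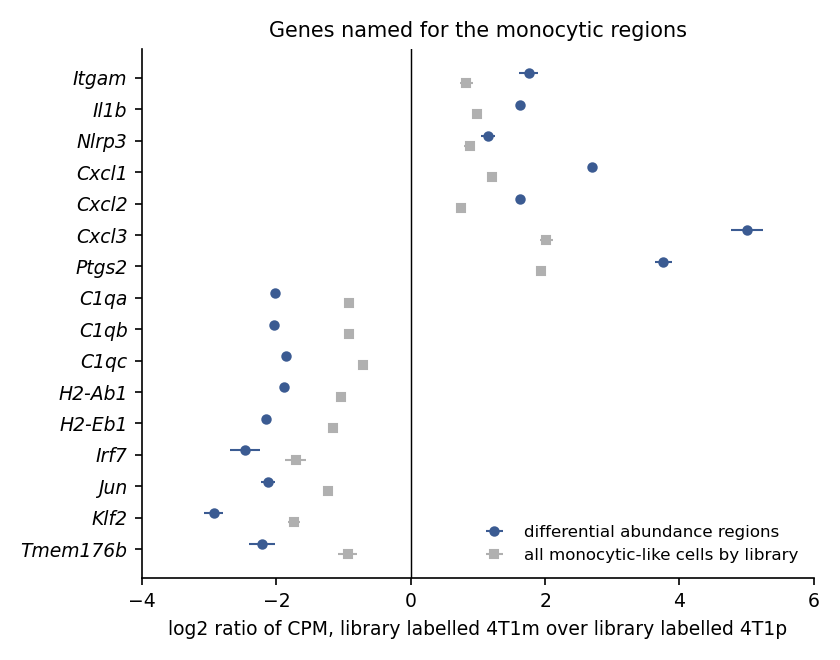
Log2 ratios of CPM (horizontal axis) for 16 genes that the paper names for the monocytic regions, for the region enriched for the library labelled 4T1m over the region enriched for the library labelled 4T1p (blue circles) and for all monocytic-like cells of the library labelled 4T1m over those of the library labelled 4T1p (gray squares), with 1 library per condition. Bars are 95% intervals for counting error only; Itgam, Il1b, Nlrp3, the Cxcl genes and Ptgs2 lie above 0 and the other genes below 0 in both comparisons.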

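Tmem176b (ENSMUSG00000029810, chromosome 6 from 48833818 to 48841496 of GRCm38) had 81.2 CPM (71.9 to 91.3) in the monocytic region enriched for the library labelled 4T1m and 377 CPM (353 to 401) in the region enriched for the library labelled 4T1p, a log2 ratio of −2.21 (95% interval −2.41 to −2.02) under the files' labels. It had a UMI in 33.2% (27.9 to 38.9) and 76.7% (70.1 to 82.5) of the cells of these regions, 9.90% and 33.2% after thinning. In granulocytic-like cells, which should lack it, the share was 1.87% (1.15 to 2.88), and 0.297% after thinning. Over all monocytic-like cells by library, the log2 ratio was −0.94 (−1.08 to −0.80).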

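UMIs of both Irf8 and Nr4a1 (chromosome 15 from 101254269 to 101274795 of GRCm38) were found in 46.8% (41.1 to 52.7) of the cells in the monocytic region enriched for the library labelled 4T1m and 51.3% (44.0 to 58.5) in the region enriched for the library labelled 4T1p, 141 and 99 cells. With each cell thinned to 1000 UMIs, 3.41% (1.65 to 6.19) and 4.81% (2.22 to 8.94) of cells had both, a difference within counting error. In granulocytic-like cells, which should lack Irf8, the share was 0.375% (0.102 to 0.956), and 0.0989% (0.00250 to 0.550) after thinning. The log2 ratio of Irf8, by the labels of the files, was −1.02 (95% interval −1.17 to −0.86) and that of Nr4a1 −0.25 (−0.41 to −0.08). The ratio of Nr4a1 changed direction under 4 alternatives, to 0.19 without the Ptprc filter, 0.03 with log-normalization, 0.37 with thinned cells and 0.12 with a mean over cells.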

Notably, we found that both sensitive and resistant tumors co-express Irf8 and Nr4a1, which are involved in the differentiation of MDP-cMOPs into non-classical M2 monocytes (Figure 3C).^11^ To further support our computational analysis, we isolated MDP-cMOPs from the bone marrow of naive mice, and cultured them with 4T1p or 4T1m conditioned medium (CM). As IL-6 has been implicated in promoting the differentiation of MDPs into immunosuppressive macrophages,^13^ we also evaluated the impact of IL-6 inhibition in this setting. After two days, cells were analyzed by flow cytometry for M2 macrophage surface markers. We observed that culturing with 4T1p CM led to a higher percentage of M2-like macrophages compared to 4T1m CM. The addition of anti-IL-6 antibodies reduced the number of M2-like macrophages only in the 4T1p CM, further indicating that MDP-cMOPs can differentiate into immunosuppressive macrophages in resistant tumors (Figure 3D). Overall, these data suggest that MDP-cMOPs are pre-committed to M2-like macrophages in the presence of factors secreted by resistant tumors.

**Figure 3:**
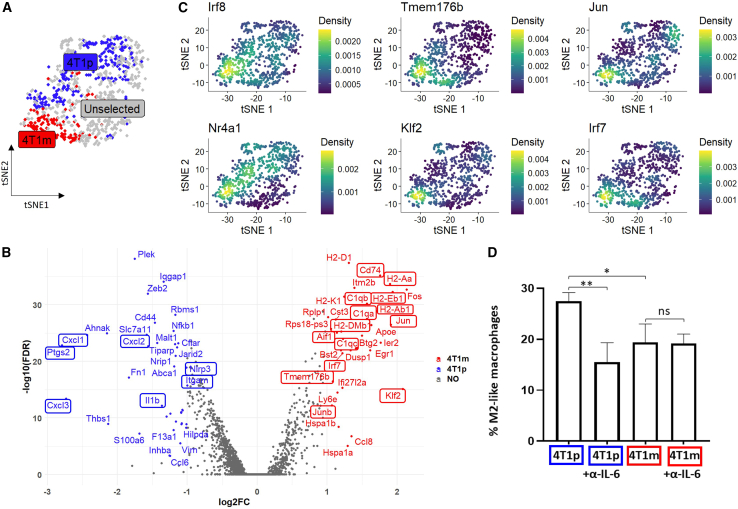
Differential abundance and gene expression of monocytic cells in 4T1m versus 4T1p tumors (A) tSNE plot of 910 filtered, GR-1+ monocytic cells, with cells colored based on differential abundance score between 4T1m (red) and 4T1p (blue). (B) DEGs between 4T1m and 4T1p (also shown in Table S4) are presented in a volcano plot (FDR< 0.01, and log_2_ fold-change >1 or log_2_ fold-change < −1). Notably, genes associated with MDP and cMOP cluster are highlighted. (C) Binned, normalized expressions of MDP-cMOP marker genes are shown. (D) The percentage of M2-like macrophages analyzed after MDP-cMOPs were cultured in the presence of conditioned medium from 4T1p or 4T1m tumors with or without anti-IL-6 antibodies. Data are presented as mean ± standard deviation (SD). Statistical significance was assessed using one way ANOVA followed by Tukey post-test. Only comparisons of interest are shown. ns, non-significant. Significant *p* values are shown as ∗*p* < 0.05 and ∗∗*p* < 0.01.

### Identification of monocytic-dendritic progenitors and common monocytic progenitors in tumors of patients with cancer

While MDP-cMOPs were identified and validated in mice, a question remains regarding their existence in tumors of patients with cancer, further testifying to their clinical role. Our previous study identified MDPs in the blood of patients with breast and lung cancers using markers indicated in Table S5.^13^ We therefore sought to analyze MDPs in human specimens. Specifically, we identified two datasets of cells from patients with breast cancer who underwent immunotherapy, chemotherapy, or a combination thereof. These datasets were merged for the analysis of MDPs at the tumor and/or peripheral blood (see STAR Methods, and Figure S11 for a lack of batch effect). We assessed the expression of CD117 and CD38 markers, known markers of hematopoietic progenitor cells,^39^ mast cells,^40^ and lymphocytes,^41^ but not other mature myeloid cells. Using these markers, we identified a subpopulation of MDP-derived cells in both the blood and tumors of patients with breast cancer (Figure 4A). Unsupervised clustering of CD117^+^CD38^+^ myeloid cells revealed subgroups expressing genes representing surface markers consistent with MDPs, common dendritic progenitors (CDPs), and cMOPs, including CD45R, CD33, HLA-DRA, FLT3, and CSF1R (Figures 4B and 4C). To investigate the differentiation potential of these progenitor populations, we performed trajectory analysis using the *Slingshot* package.^42^ The analysis indicated that MDPs from both blood and tumors may give rise to either CDPs or cMOPs (Figure 4D). This contrasts with the murine data, in which tumor-resident MDPs appeared committed exclusively to immunosuppressive monocytic lineage. We hypothesize that this difference may be attributed to the lack of GR-1 or other potential common gene expression in CDPs, which complicates their detection in mouse datasets. Supporting this, gene expression dynamics along the trajectory from MDPs to cMOPs showed a continuous transition (Figure S12A), whereas a pronounced gap was observed between MDPs and CDPs (Figure S12B). These findings suggest that, in tumors, MDPs are more likely to give rise to cMOPs, while CDPs may originate from circulating blood rather than from tumor-resident progenitors. Taken together, this analysis supports the notion that cMOPs are predominantly derived from tumor-localized MDPs, whereas CDPs found in tumors may reflect infiltration from peripheral blood.

**Figure 4:**
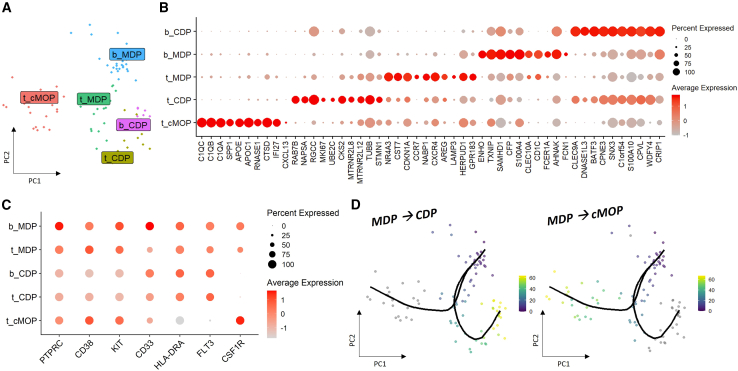
MDPs in patients with breast cancer treated with immunotherapy (A) A PCA plot of 94 cells represent CD38 and CD117 positive cells is shown. Cells originating from tumor (t) or blood (b) are colored by cell type. (B) A dotplot demonstrates the top 10 differentially expressed genes for each cluster. (C) The surface marker gene expression of MDPs (CD45RA^+^CD38^+^CD117^+^HLA-DRA^+^FLT3^+^CSF1R^+^), CDPs (CD45RA^+^CD38^+^CD117^+^HLA-DRA^+^FLT3^+^CSF1R^−^), and cMOPs (CD45RA^+^CD38^+^CD117^+^HLA-DRA^+^FLT3^−^CSF1R^+^) are indicated. (D) Trajectory analysis reveals the two lineages of MDPs and their committed cell progeny: CDP (left) and cMOP (right).

Next, comparing the human and mouse data, we found similar genes expressed by MDPs committed to cMOPs, including members of the C1q family and Aif1 (Figure S13A), as well as dendritic cell-related genes such as HLA, CD74, and CST3, expressed by MDPs committed to CDPs (Figure S13B). Notably, additional genes including IRF7 and TMEM176B were also identified in human MDP and cMOP populations, consistent with the murine data (Figure S13C). MDPs and cMOPs were also observed in additional colorectal^43^ and lung cancer^44^ patient datasets (Figure S14), further supporting a pan-cancer activity of MDP–cMOPs. These aforementioned genes in colorectal cancer (Figure S15), and lung cancer (Figure S16), highlight the similarity between human and mouse MDP–cMOPs. Taken together, these findings suggest that MDPs are likely present in the tumor microenvironment of human cancers and may be committed to an immunosuppressive phenotype when located in tumors, but not in the blood, mirroring their behavior in murine tumors.

### Inhibition of monocytic-dendritic progenitors and common monocytic progenitors recruitment and differentiation into immunosuppressive monocytic cells sensitizes tumors otherwise resistant to immunotherapy

Our preclinical findings in mice and validation in human data suggest that MDP-cMOPs accumulating in responding tumors may play a significant role in modulating the tumor microenvironment toward immunosuppression following immunotherapy. We postulate, therefore, that blocking MDP-cMOPs recruitment and/or their differentiation in the tumor microenvironment can improve the outcome of therapy-resistant tumors by inhibiting some of the sources of immunosuppressive cells. To test this, we sought two different strategies that impact MDP-cMOPs. First, we sought to inhibit their recruitment to tumors. We found that CXCR4, a receptor for the chemokine SDF-1, is highly expressed by MDP-cMOPs, especially those found in tumors (Figures 4B, 5A, and S17A). This could explain their recruitment to the tumor microenvironment, in particular when SDF-1 is highly expressed by cancer cells.^45^ Thus, disrupting the SDF-1-CXCR4 axis may inhibit the recruitment of MDP-cMOPs, among other immune cells, to the tumor microenvironment. Second, our previous study revealed that IL-6R is expressed by MDPs, and that blocking its signaling inhibits the differentiation of MDPs into immunosuppressive macrophages.^13^ Indeed, we found that IL-6R is also expressed by MDPs and their committed cells (Figures 5B and S17B). Therefore, we postulate that the inhibition of IL-6-IL-6R in tumors will block the differentiation of MDP-cMOPs into immunosuppressive macrophages, further increasing the likelihood of response to immunotherapy. Indeed, IL-6R and CXCR4 positive cells are found among the DA cells of sensitive tumors (Figure 5C), demonstrating their ability to differentiate into immunosuppressive macrophages. 

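Cells with UMIs of both Cxcr4 (chromosome 1 from 128588199 to 128592293 of GRCm38) and Il6ra (chromosome 3 from 89864059 to 89913196) made up 16.3% (12.3 to 20.9) of the monocytic region enriched for the library labelled 4T1m, 49 of its cells. In the region enriched for the library labelled 4T1p, whose cells were deeper, the share was 24.9% (18.9 to 31.6), 48 cells. After thinning, the shares were 1.71% (0.556 to 3.94) and 0.535% (0.0135 to 2.94), from 5 and 1 cells, and the difference was within counting error. In granulocytic-like cells, 4.87% (3.66 to 6.34) had both, and 0.593% (0.218 to 1.29) after thinning, so at a common depth co-detection in the monocytic regions was not separated from that in granulocytic-like cells. The log2 ratio of Cxcr4, with the libraries as labelled in the files, was −0.78 (95% interval −1.02 to −0.54), and that of Il6ra was 0.17 (−0.11 to 0.44), which includes 0. Over all monocytic-like cells by library, without regions, they were −1.03 (−1.22 to −0.85) for Cxcr4 and 0.28 (0.05 to 0.50) for Il6ra, the latter above 0 by more than counting error.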

Using these two strategies, we assessed the therapeutic activity of anti-PD1 in combination with AMD3100, a small molecule antagonizing CXCR4, and anti-IL6 neutralizing antibodies, on immunotherapy-resistant triple negative 4T1 breast cancer. The treatment protocol is described in Figure S18A. Tumor growth was assessed over time, and tumors were removed at the endpoint to analyze MDP-cMOPs and macrophages. We found that 4T1 tumors treated with the combination of anti-PD1, AMD3100, and anti-IL6 exhibited remarkable therapeutic activity compared to all other drug combinations tested, including AMD3100 and anti-IL6 or other combinations thereof (Figures 5D and S18B). This combination did not result in major toxicities, as assessed by body weight measurements, and no clinical signs of toxic side effects were observed in any of the treatment groups (Figure 5E). At the experimental endpoint, tumors from the triple combination group showed significantly lower levels of MDP–cMOPs compared to IgG- and anti-PD1-treated tumors (Figure 5F). While the bar graphs display all treatment groups, statistical significance was specifically observed in comparisons between IgG, anti-PD1, and the triple combination. Notably, MDP–cMOP levels were low even in the combination group, suggesting that these cells failed to accumulate in these tumors, and not because they differentiate into immunosuppressive cells (Figures 5G and 5H). Indeed, the frequency of immunosuppressive (M2-like) macrophages was substantially lower in the three-drug combination, whereas in the anti-PD1 or IgG-treated groups, their levels were significantly higher. In contrast, M1-like macrophages did not display a significant difference between the groups (Figures 5G and 5H). These results suggest that MDP-cMOPs may play a role in facilitating resistance to immunotherapy. This may occur through their differentiation into immunosuppressive monocytic cells. These findings suggest that inhibiting MDP-cMOP recruitment and/or differentiation enhances anti-tumor immunity and improves anti-PD1 therapy.

**Figure 5:**
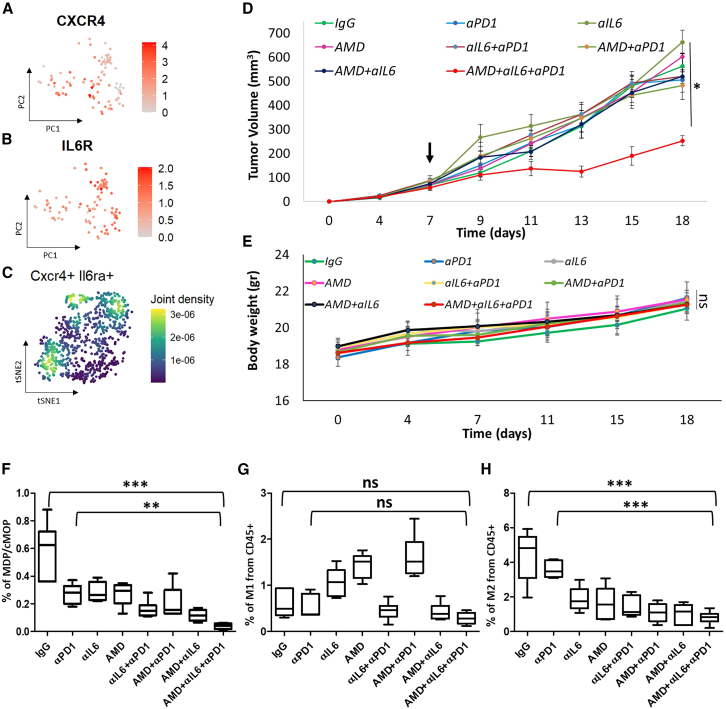
CXCR4 and IL6 inhibition improves the therapeutic outcome of 4T1 immunotherapy resistant tumors (A and B) Binned, normalized expression of CXCR4 (A) and IL6R (B) genes in human cells (as shown in Figure 4) is presented. (C) Binned, normalized co-expression of CXCR4 and IL6Ra in the mouse data. (D) 4T1p tumors implanted in BALB/c mice (n = 5–6 mice/group) were treated with anti-PD1, anti-IL6, AMD3100, or their combination thereof, using the schedule described in Figure S18A. A spider plot is available in Figure S18B. Treatment initiation is marked in a black arrow. Tumor growth was assessed regularly. (E) Body weight (in grams) of mice monitored regularly throughout the experiment. (F–H) When the tumor from D reached endpoint, tumors were removed and prepared as single-cell suspensions. Samples were analyzed for MDPs (F), M1-like (G), and M2-like (H) macrophages. Data are presented as mean ± standard deviation (SD). Statistical significance was assessed using one way ANOVA followed by Tukey post-test. Only comparisons of interest are shown. ns, non-significant. Significant *p* values are shown as ∗*p* < 0.05, ∗∗*p* < 0.01 and ∗∗∗*p* < 0.001.

## Discussion

Resistance to immunotherapy is a major obstacle and different mechanisms have been proposed to overcome it. Immunosuppressive cells such as MDSCs and subsets of macrophages have been shown to support immunotherapy resistance.^2^^,^^19^ The generation, differentiation, and expansion of the immunosuppressive myeloid cells from myeloid progenitor cells are mediated in part by the release of pro-inflammatory cytokines including GM-CSF, TNF-α, and IL-6.^12^ Our data demonstrate that these cytokines are highly expressed in sensitive tumors compared to resistant ones, and could therefore explain the induced differentiation of IMCs into immunosuppressive cells, thus supporting tumor resistance. While MDSCs are known to support therapy resistance, our data did not focus specifically on these cells. MDSCs in mice are typically defined by the co-expression of GR-1 and CD11b. In contrast, MDPs and cMOPs, which we found in higher abundance in ICI-sensitive tumors compared to resistant ones, lack CD11b expression but retain Ly6C expression, a component of the GR-1 protein complex.^21^ This supports their classification as IMCs rather than MDSCs. Moreover, a study in human gastric cancer identified a CD45^+^CD33^low^CD11b^dim^ MDSC subset capable of suppressing CD8^+^ T cell function via the IL-6/IL-8–arginase I axis, which also expressed CD66b.^46^ In our dataset, neither MDPs nor their committed progeny express CD66b (data not shown), further supporting that these populations are distinct from MDSCs and instead represent IMCs.

Using single-cell RNA-sequencing (scRNA-seq) from breast carcinoma, we found that MDPs and cMOPs are rarely found within tumors. Specifically, their frequency is higher in tumors responding to ICI therapy, whereas in resistant tumors, it is lower and inversely correlated to immunosuppressive macrophages. Our results suggest that in both humans and mice, MDP-cMOPs are pre-committed to immunosuppressive monocytes and, therefore, can explain therapy resistance. To overcome this, we demonstrated that blocking factors contributing to the recruitment of MDP-cMOPs into tumors and/or inhibiting their differentiation into immunosuppressive cells substantially improve immunotherapy efficacy in ICI-resistant tumors. Thus, our study provides a comprehensive analysis of the role of MDP-cMOPs in the tumor microenvironment and their potential impact on immunotherapy outcomes.

Our study focused on validating the presence of MDPs in human breast cancer and additional datasets, demonstrating their relevance beyond the 4T1 murine cancer model. While we did not extensively explore the underlying mechanisms or broader patterns of MDP differentiation in this study, emerging evidence suggests that MDP–cMOPs play a role in shaping the tumor microenvironment across different cancer types, further supporting an immunosuppressive microenvironment which contribute to metastasis.^13^ Future research integrating additional datasets and functional studies will be essential to determine the generalizability of our findings and to elucidate the specific roles of MDP–cMOPs in diverse tumor contexts.

Using RNA velocity, we showed that MDP-cMOPs may serve as the source of immunosuppressive monocytic cells accumulating in ICI-resistant tumors, results that have also been indirectly confirmed by flow cytometry using *in vivo* tumor model and directly confirmed through *in vitro* experiments. We therefore speculate that ICI therapy prompts the recruitment of MDPs to the treated tumor site, where they have no immunomodulatory function, but serve as a reservoir of cells poised to differentiate into immunosuppressive entities, further supporting therapy resistance. Interestingly, while MDPs have the capacity to differentiate into both monocytic and dendritic cells,^11^ our murine data fail to detect the pattern of MDP differentiation into dendritic cells. This absence may be attributed to the isolation of GR-1^+^ cells in the mouse dataset, which could have excluded early dendritic cell progenitors from the analysis. Furthermore, while the integration of human and mouse data strengthens the translational relevance of our findings, species-specific differences in immune cell phenotypes, marker expression, and lineage trajectories may limit direct comparability. For instance, MDPs in human tumors displayed potential differentiation into both cMOPs and CDPs, whereas in mice, MDPs predominantly committed to the monocytic lineage. These discrepancies highlight the need for cautious interpretation and further validation using functional assays in human systems. Nonetheless, merging human data from two distinct datasets of patients with breast cancer, as well as data from colorectal and lung cancers reveal that MDPs can differentiate into cMOP, cells that have already been committed to the monocytic arm^11^ or into CDPs, with the latter pathway leading to dendritic cell differentiation.^47^ We showed that MDP differentiation to CDPs predominantly resides within peripheral blood while MDPs in tumors are more likely to differentiate into cMOP. These results imply that MDPs within tumors are perhaps already committed to becoming immunosuppressive monocytes, as demonstrated in the murine data.

The identification of MDP-cMOPs within the tumor microenvironment suggests that tumors exploit their presence as a reservoir of cells that promote cancer cell survival. The existence and role of HSPCs within the tumor microenvironment remain incompletely understood, although evidence suggests their multifaceted contributions to tumor progression, even when located within the bone marrow or peripheral blood.^48^ For instance, increased levels of circulating HSPCs have been correlated with decreased survival in patients with solid tumors.^17^ Specifically, HSPCs were identified within the glioblastoma tumor microenvironment, further promoting glioblastoma cell proliferation and secreting pro-metastatic factors such as IL-6 and CCL2, alongside increased PDL1 expression by cancer cells.^17^ Similarly, in another study, it has been shown that GMPs migrate to the tumor and contribute to the generation of immunosuppressive microenvironment in 4T1 tumors.^18^ In the present study, we establish the presence of MDP-cMOPs within the treated tumor microenvironment, specifically in tumors that are sensitive to immunotherapy. Upon differentiation, these MDP-cMOPs confer greater aggressiveness to tumors and facilitate the establishment of a pro-tumorigenic microenvironment. We found that sensitive tumors exhibit lower levels of immunosuppressive monocytes in contrast to higher levels of MDP-cMOPs. Nevertheless, in tumors that undergo re-growth, the balance between MDP-cMOPs and immunosuppressive cells is inverted, further implying that they may contribute to immunotherapy resistance. Thus, evaluating MDP–cMOP levels in tumors may provide a potential prognostic biomarker for immunotherapy, as these cells can differentiate into immunosuppressive macrophages upon ICI therapy. Importantly, MDP–cMOP levels fluctuated when additional therapies were introduced that interfered with their accumulation and/or differentiation, as demonstrated with AMD3100 and anti-IL6 treatments. Overall, understanding the interplay between cancer cells and MDPs in ICI-treated tumors represents an important avenue for future research.

To counteract the emergence of resistance associated with MDP accumulation in tumors, we undertook two distinct strategies for MDP elimination: (a) impeding their recruitment to the immunotherapy-treated tumor microenvironment, and (b) obstructing their differentiation into immunosuppressive entities. Our comprehensive analysis highlighted CXCR4 as exhibiting high expression levels within the spectrum of immune cell populations, and mostly in MDPs. Given that CXCR4 acts as the receptor for SDF-1, a potent chemokine integral to tumor progression and growth,^45^ we employed AMD3100, a well-established CXCR4 antagonist widely used for HSPC mobilization from the bone marrow.^49^ Prior studies have demonstrated the anti-tumorigenic effects of AMD3100 in synergy with various therapies.^50^^,^^51^ A recent preclinical study has shown that combining immunotherapy with CXCR4 blockade in the context of triple-negative breast cancer leads to enhanced therapeutic efficacy.^51^ This combined approach reduces the infiltration of immunosuppressive immune cells to tumors while promoting T lymphocyte infiltration, partially attributed to the mitigation of the desmoplastic nature of tumors.^51^ In light of these findings, the therapeutic potential of CXCR4 inhibition to curtail MDP-cMOP recruitment to tumors appeared promising. Indeed, our observations confirmed that concurrent CXCR4 blockade and ICI therapy resulted in diminished MDP-cMOP presence within tumors. While alternate anti-tumor immune mechanisms related to AMD3100 remain plausible, the notable reduction of MDP-cMOPs within the tumor microenvironment implies its potential role in mitigating MDPs as a “ticking bomb”.

In addition to MDP recruitment, we directed our efforts toward restricting the differentiation of MDPs into immunosuppressive entities. A previous study revealed high expression of IL-6R in MDPs and demonstrated that metastatic tumors exhibiting elevated IL-6 levels prompted the differentiation of MDPs into M2-like macrophages.^13^ Inhibiting the IL6-IL6R interaction within MDPs led to a reduced metastatic burden, underscoring the capacity to restrain their differentiation into immunosuppressive cells.^13^ Building upon these findings, we harnessed this approach to impede MDP differentiation. Notably, the synergy of anti-PD1, anti-IL-6, and AMD3100 resulted in attenuated tumor growth, even in intrinsically immunotherapy-resistant tumors. These favorable outcomes were concomitant with decreased MDP-cMOP presence and a reduction in M2-like immunosuppressive macrophages.

With respect to eliminating MDP recruitment and differentiation in tumors in order to improve immunotherapy outcomes, a multitude of studies have documented additional mechanisms through which anti-IL-6 and CXCR4 antagonists affect immunotherapy outcomes. For instance, the neutralization of IL-6 in combination with immunotherapy has been shown to confer benefits in diverse preclinical models.^3^^,^^13^ Similarly, CXCR4 antagonism in synergy with anti-cancer agents has been demonstrated to enhance therapeutic efficacy by inhibiting MDSC recruitment to tumors.^50^ Thus, the efficacy of our combination therapy may extend beyond restricting MDP recruitment and differentiation within tumors. Nonetheless, the escalating integration of immunotherapy within neoadjuvant treatment strategies, particularly in the context of triple-negative breast cancer, highlights the necessity to enhance response rates and overall outcomes. This is of utmost importance, particularly in scenarios where surgical resection constitutes a key facet of the therapeutic protocol. By employing our combined therapeutic approach, the risk of impeding tumor debulking can be mitigated. This approach also helps prevent the need for changes to treatment regimens prior to surgery. Notably, based on our previous studies^3^^,^^13^^,^^45^ and the present study, this combined therapeutic strategy exhibits the potential to arrest tumor aggressiveness and reduce the risk of metastasis. Consequently, rigorous evaluation of the combined therapeutic agents can be of great benefit, especially when considering the individual FDA approvals of each drug for diverse indications.

### Limitations of the study

The current study has several limitations. While our combined therapeutic regimen exhibits potency in diminishing MDP numbers and fostering anti-tumor activity, its exclusive impact on MDPs is yet to be fully elucidated. In addition, it should be acknowledged that the inhibitors used (both for CXCR4 and IL6R inhibitors) may have off-target effects that could contribute to the observed outcomes. Therefore, further studies are required to separate these effects from their specific roles in MDP recruitment and differentiation. Furthermore, in our study, we were unable to demonstrate the direct differentiation of MDPs into M2-like macrophages *in vivo*. Although we attempted lineage-tracing experiments using GFP labeling to monitor the differentiation of MDPs into macrophages, the extremely low number of GFP-positive macrophages hindered reliable detection. Nonetheless, we were able to demonstrate *in vitro* that MDP-cMOPs differentiate into immunosuppressive macrophages in the presence of conditioned medium from 4T1p cancer cells, an effect associated with IL-6. These findings are consistent with a previous study showing that IL-6 expressed by metastatic tumors promotes MDP differentiation into immunosuppressive macrophages.^13^ Altogether, our results provide further support for the role of ICI-resistant tumors in driving the differentiation of MDPs into M2-like monocytes. However, additional studies are needed to validate this process *in vivo*.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yuval Shaked ().

### Materials availability

This study did not generate new unique reagents. All materials used in this study are commercially available or can be provided by the lead contact upon reasonable request.

### Data and code availability

• The scRNA-seq data generated in this study have been deposited at the Gene Expression Omnibus (GEO), and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
• This study did not generate original code.
• Any additional information required is available from the corresponding authors upon request.

## Acknowledgments

This work was supported by grants from the 10.13039/501100003977Israel Science Foundation (grant no. 194/18 to Y.S. and grant no. 3614/19 to K.Y.). We are grateful to the Rubinstein Scholarship Foundation for supporting S.L., and to the Adrian the Rothschild Scholarship Foundation for supporting M.B.

## Author contributions

Conception and design: S.L., K.Y., and Y.S. Acquisition of data: S.L., M.B., B.M., C.B., and Z.R. Analysis and interpretation of data: S.L., Z.R., K.Y., and Y.S. Writing, review, and/or revision of the article: S.L., K.Y., and Y.S. Study supervision: K.Y. and Y.S.

## Declaration of interests

The Animal Care and Use Committees of the Technion (Haifa, Israel) approved all animal studies and experimental protocols. All authors have read the article and approved its content. The dataset will be available online upon publication. The authors declare that no conflict of interest. The authors declare that the graphical abstract was created with the aid of BioRender.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-mouse Ly-6G/Ly-6C (Gr-1)- (Clone RB6-8C5)	BioLegend	Cat# 108402, RRID: AB_313366
Anti-mouse Ly-6A/E (Sca-1)- (Clone D7)	BioLegend	Cat# 108139, RRID: AB_2565957
Anti-mouse CD117 (c-kit)- (Clone ACK2)	BioLegend	Cat# 105802, RRID: AB_313210
Anti-mouse CD34- (Clone SA376A4)	BioLegend	Cat# 152203, RRID: AB_2629647
Anti-mouse CD115 (CSF-1R)- (Clone AFS98)	BioLegend	Cat# 135523, RRID: AB_2566459
Anti-mouse CD135 (Flt3)- (Clone A2F10)	BioLegend	Cat# 135311, RRID: AB_2107049
Anti-mouse CD45- (Clone 30-F11)	BioLegend	Cat# 103127, RRID: AB_493714
Anti-mouse CD11b- (Clone M1/70)	BioLegend	Cat# 101229, RRID: AB_2129375
Anti-mouse F4/80- (Clone BM8)	BioLegend	Cat# 123109, RRID: AB_893498
Anti-mouse CD206 (MMR)- (Clone C068C2)	BioLegend	Cat# 141717, RRID: AB_2562232
Anti-mouse CD11c- (Clone N418)	BioLegend	Cat# 117323, RRID: AB_830646
Anti-mouse I-A/I-E (MHC class II)- (Clone M5/114.15.2)	BioLegend	Cat# 107635, RRID: AB_2561397
Anti-PD-1 (Clone RMP1-14-CP151)	BioXcell	Cat# CP151, RRID: AB_2927525
Anti-IL-6 (Clone MP5-20F3)	BioXcell	Cat# BE0046, RRID: AB_1107709
Plerixafor (AMD3100)	APExBIO	Cat# A2025-100
IgG	BioXcell	Cat# CP150, RRID: AB_2927524

**Chemicals, peptides, and recombinant proteins**		

1-methyl-3-nitro-1-nitrosoguanidine	Apollo Scientific	Cat# OR301388
Dulbecco’s Modified Eagle’s Medium - high glucose	Sigma	Cat# D5796
Fetal Bovine Serum	Biological Industries	Cat# 10270-106
L-Glutamine Solution	Biological Industries	Cat# 03-020-1B
Sodium Pyruvate Solution	Biological Industries	Cat# 03-042-1B
Penicillin-Streptomycin	Sigma	Cat# P4333-100ML

**Critical commercial assays**		

Proteome Profiler Mouse XL Cytokine Array	R&D Systems	Cat# ARY028
EasySep™ Mouse PE Positive Selection Kit II	Stemcell Technologies	Cat# 17666

**Experimental models: Cell lines**		

4T1 (CRL-25390)	ATCC	N/A
4T1 mutagenized	This paper	N/A

**Experimental models: Organisms/strains**		

BALB/c mice	Envigo	Cat# 162
C57Bl/6 mice	Envigo	Cat# 057

**Deposited data**		

Mouse single-cell RNA sequencing data of GR-1 cells	This paper	GEO: GSE298984
Mouse single-cell RNA sequencing data of bone marrow cells	Tabula Muris et al.^52^	GEO: GSE132042
Human single-cell RNA sequencing data of breast cancer	Zhang et al.^53^	GEO: GSE123814
Human single-cell RNA sequencing data of breast cancer	Bassez et al.^54^	lambrechtslab - Single cell
Human single-cell RNA sequencing data of colon cancer	Pelka et al.^43^	GEO: GSE178341
Human single-cell RNA sequencing data of lung cancer	Salcher et al.^44^	https://doi.org/10.5281/zenodo.6411867

**Software and algorithms**		

CellRanger [v5.0.1]	10x Genomics	https://www.10xgenomics.com/support/software/cell-ranger/latest
R [v4.2.2]	R Core Team	https://www.r-project.org/
Seurat [v4.3.0]	Stuart et al.^55^	https://satijalab.org/seurat/
scDblFinder [v1.12.0]	Germain et al.^56^	https://github.com/plger/scDblFinder
SCINA [v1.2.0]	Zhang et al.^53^	https://github.com/jcao89757/SCINA
DASeq [v1.0.0]	Zhao et al.^26^	https://github.com/KlugerLab/DAseq
wBoot [v1.0.3]	Neil A. Weiss	https://github.com/cran/wBoot/tree/master
velocyto [v0.17]	La Manno et al.^25^	velocyto | Estimating RNA velocity in single cell RNA sequencing datasets
scVelo [v0.2.5]	Bergen et al.^57^	https://scvelo.readthedocs.io/en/stable/
clusterProfiler [v4.2.6]	Yu et al.^58^	https://guangchuangyu.github.io/software/clusterProfiler/
MsigDB [v7.5.1]	Liberzon et al.^59^	https://github.com/mw201608/msigdb
scVI [v1.2.2]	Gayoso et al.^60^	https://scvi-tools.org/
SingleR [v2.0.0]	Aran et al.^61^	https://github.com/dviraran/SingleR
Scanpy [v1.10.4]	Wolf et al.^62^	https://scanpy.readthedocs.io/en/stable/
Slingshot [v2.6.0]	Street et al.^42^	https://github.com/kstreet13/slingshot

**Software**		

FlowJo [v10]	BD Bioscience	https://www.flowjo.com/
Prism [v5]	GraphPad	https://www.graphpad.com/features
Python [v3.10.8]	Python Software Foundation	https://www.python.org/

### Experimental model and study participant details

#### Animals

Female BALB/c (8-10 weeks of age) were purchased from Envigo, Israel. The use of animals and experimental protocols were approved by the Animal Care and Use Committee of the Technion (ethic approval number: IL1200822). Female mice were chosen due to the use of a breast cancer model. All mice were maintained under specific pathogen-free conditions in the animal facility.

#### Cell line and cell culture

The 4T1 murine breast carcinoma cell line was obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and used within six months of thawing from the original authenticated stock. Cells were routinely tested and confirmed to be mycoplasma-free. To generate cancer cells sensitive to ICI therapy, we followed a previously published protocol.^9^^,^^15^ Briefly, 4T1 cells—initially resistant to ICI therapy (designated 4T1p)—were treated with 1-methyl-3-nitro-1-nitrosoguanidine (MNNG) for 2 hours. The cells were then washed with PBS, followed by the addition of fresh growth medium. After a recovery period of 5 days, a multiclonal population of mutagenized cells (designated 4T1m) was established. All cells were cultured at 37°C in 5% CO_2_ in Dulbecco’s Modified Eagle Medium (DMEM, Sigma-Aldrich, Rehovot, Israel) supplemented with 10% fetal calf serum (FCS, Biological Industries, Israel), 1% L-glutamine, 1% sodium pyruvate, and 1% penicillin-streptomycin-neomycin solution (Biological Industries, Israel).

#### Murine tumor models and treatments

4T1p and 4T1m cells (5x10^5^/50μL in serum-free medium) were orthotopically injected into the mammary fat pad of 8–10-week-old female BALB/c mice. Mice were randomized before treatment initiation, and the analysis of the results was performed blindly. In all experiments, when tumors reached ∼50 mm^3^ on average, mice were treated with anti-mouse PD-1 antibody (clone RMP1-14, BioXCell or Ichorbio) , given twice a week at a dose of 100μg/mouse for up to a 2-week period. In some experiments, mice were treated with anti-IL-6 antibodies (20mg/kg, MP5-20F3 clone; BioXCell, Lebanon, NH, USA) or IgG control antibodies (20mg/kg), twice a week.^3^^,^^13^ AMD3100, a small-molecule CXCR4 antagonist (APExBIO; 5 mg/kg/day) was injected subcutaneously.^45^ Tumor volumes were measured regularly using a Vernier caliper and volume was calculated by using the formula width^2^×length×0.5. Body weight measurements were taken using a scale to ensure mouse welfare, and mice were routinely monitored for clinical signs and behavior.

### Method details

#### Cytokine array

Cells derived from 4T1m and 4T1p tumors were cultured in serum-free medium at a density of 10^6^ cells/ml for 24 hours to generate conditioned medium. The conditioned medium was then applied on a Proteome Profiler Mouse XL Cytokine Array (ARY028, R&D Systems, MN), following the manufacturer’s instructions. Protein expression was quantified via densitometry. Differences in the relative expression of proteins between the 4T1m and 4T1p tumors were calculated and are presented as log2 fold change.

#### Evaluation of MDP-cMOP differentiation towards M2 macrophages

To assess the differentiation pattern of MDP-cMOPs in response to tumor-derived factors, 4T1p and 4T1m cells (1×10^6^/mL) were cultured for 24 hours in serum-free RPMI to generate conditioned medium (CM). MDPs (1.5×10^4^ cells/mL), isolated from the bone marrow of naïve C57Bl/6 mice using flow cytometry, were then cultured in serum-free medium containing 75% CM of cancer cells, in the presence or absence of anti-IL-6 neutralizing antibodies (25 ng/mL). After two days of incubation at 37°C in a humidified atmosphere with 5% CO_2_, cells were analyzed by flow cytometry for M2 macrophage surface markers.

#### Murine single-cell RNA sequencing (scRNA-seq) on GR-1+ cells

The evaluation of GR-1^+^ myeloid cells in 4T1p and 4T1m tumors after two weeks of anti-PD1 therapy was performed using scRNA-seq. Briefly, tumors were enzymatically and mechanically dissociated into single-cell suspensions. Enzymatic digestion was carried out using collagenase IV and DNase I at 37°C for 45 minutes, followed by mechanical disruption.^63^ GR-1^+^ cells were then isolated by positive selection using the EasySep Mouse PE Positive Selection Kit (BioLegend), according to the manufacturer’s instructions. Purified GR-1^+^ cells were washed in PBS containing 0.04% BSA to minimize cell clumping and resuspended at a concentration of 1,000 cells/μL in PBS. RNA was immediately extracted, and cells were processed using the 10x Genomics Chromium platform for single-cell sequencing. Library preparation was performed using the Chromium Single Cell 3′ Library & Gel Bead Kit v3 (10x Genomics).

#### Flow cytometry acquisition and analysis

To validate cell subpopulations, tumors underwent single-cell suspension,^63^ and cells were immunostained with different antibodies based on markers indicated in Table S5. Figures S9 and S10 represent the gating strategy for the detection of MDP-cMOP cells and macrophage subpopulations, respectively. All monoclonal antibodies were purchased from BioLegend and were used in accordance with the manufacturer’s instructions. At least 300,000 events were acquired using a BD LSRFortessa flow cytometer and analyzed with FlowJo [v 10.6.2] software (FlowJo, Ashland, Oregon, USA).

### Quantification and statistical analysis

#### Pre-processing of scRNA-seq data

The Seurat pipeline [v4.3.0]^55^ was used for downstream analysis. Data were read into R [v4.2.2], and gene expression cutoffs were applied to retain cells with at least 250 and at most 5,000 detected genes per cell. These thresholds were chosen based on prior experience and published guidelines to ensure the inclusion of high-quality cells while excluding potential outliers. Additionally, cells with over 12.5% mitochondrial gene content were excluded to eliminate likely dead cells and a maximum threshold of 27,000 UMIs per cell was applied. The scDblFinder [v1.12.0]^56^ was then used to remove doublets. Genes Gm42418 and AY036118 were also removed, as they overlap with the rRNA element Rn45s and represent rRNA contamination.^64^ 

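Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708 of GRCm38) encodes CD45. Of the cells that passed the other filters and the removal of doublets, 608 in the library labelled 4T1p (54.5%) and 508 in the library labelled 4T1m (24.8%) had no Ptprc UMI. These 1116 cells had a median of 1053.5 UMIs, against 3709 in cells with a Ptprc UMI. UMIs of at least 4 of the 10 monocytic genes were found in 74.0% (71.3 to 76.6) of them, of at least 4 of the 8 granulocytic genes in 13.3% (11.3 to 15.4) and of at least 2 of 6 tumor epithelial genes in 1.34% (0.754 to 2.21), while 13.1% met none of these. The share of monocytic-like cells without a Ptprc UMI was 90.3% (87.4 to 92.7) between 500 and 1000 UMIs per cell and 2.33% (1.28 to 3.87) from 8000 UMIs upward. In granulocytic-like cells, the shares at these depths were 43.0% (33.1 to 53.3) and 0 of 53 cells, for which the upper bound of the exact binomial interval is 6.72%.

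**Figure D3:**
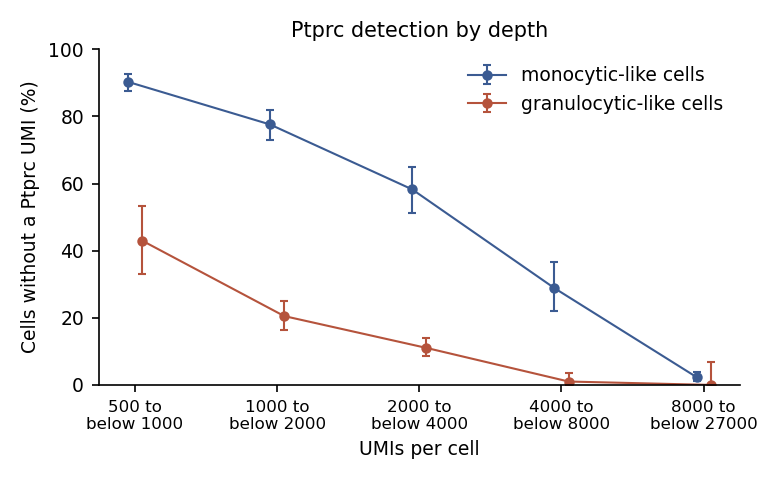
Share of cells without a Ptprc UMI (vertical axis, in percent) by UMIs per cell (horizontal axis, 5 ranges) for monocytic-like (blue) and granulocytic-like (red) cells of both libraries that passed the other filters. Bars are exact binomial 95% intervals; the share falls with depth in both lineages, from 90.3% to 2.33% in monocytic-like cells.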

We also set PTPRC >0 threshold to remove non-immune related cells. Finally, the ‘SCTransform’ [v3] function^55^ was applied to normalize and scale the data, selecting 3000 variable features and linearly regressing out mitochondrial genes for downstream analyses.

#### Processing of scRNA-seq data

Raw, Illumina base calls (BCLs) were demultiplexed and the resulting FASTQ files were aligned to the mm10 (GRCm38, Ensembl 93) murine reference genome. Data were normalized for sequencing depth using 10x Genomics CellRanger [v5.0.1] to generate expression matrices. Reads (80.5-88.4%) mapped to the transcriptome across all samples. 

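Before any filter on cells, UMIs per barcode reached 92162 in the library labelled 4T1p and 66662 in the library labelled 4T1m, with medians of 681 and 846 detected genes. The cells kept after all filters had medians of 5526 and 3488.5 UMIs, and 4532956 and 9697864 UMIs in all, in the libraries labelled 4T1p and 4T1m. In both libraries together, the files list 28692 genes, of which 13777 had a UMI in at least 3 kept cells.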

A median of 2,763 unique molecular identifiers (UMIs) per cell for 4T1p and 2,066 UMIs per cell for 4T1m were observed, respectively. Please see STAR Methods for computational data analysis of the scRNA-seq.

#### Dimensionality reduction and cell type classification

Dimensionality reduction was performed with principal component analysis (PCA) followed by t-SNE projection. Unsupervised clustering was conducted with the shared nearest neighbor (SNN), using the first 11 principal components and the Seurat functions ‘FindNeighbors’ and ‘FindClusters’.^55^ Subsequently, two lymphocytic clusters were excluded due to the high expression of B cell markers (Cd79a, Cd79b, Ms4a1) and T cell markers (Ms4a4b, Cd3g, Cd3e). For cell type identification, we utilized the Semi-supervised Category Identification and Assignment (SCINA) method,^65^ using a gene set specific to GR-1+ myeloid subset markers. SCINA’s classification is based on stringent marker expression criteria, and cells that did not exhibit sufficient signature expression were categorized as 'unknown' to maintain high-confidence annotations. The presence of 'unknown' cells reflects the method’s conservative assignment approach rather than misclassification. The gene set used for SCINA is shown in Figure 1E.

#### Differential abundance

Cellular neighborhoods with differential abundance (DA) between 4T1m and 4T1p were identified by DASeq [v1.0.0]^26^ using the principal components matrix (Figures 1A and 3A). In addition, the significance of cell subtypes proportions was carried out using the bias-corrected and accelerated (BCa) bootstrap method for independent two-sample comparisons, followed by one-sided hypothesis testing, conducted through wBoot package in R [v1.0.3] (Figure 2A).

#### RNA-velocity

To explore how cells transition between different states, we performed RNA velocity analysis. We first calculated the ratio of unspliced to spliced mRNAs for approximately 20,000 genes using velocyto [v0.17].^25^ Next, we used Python [v3.10.8] and the scVelo package [v0.2.5]^57^ to estimate each cell’s developmental progression (pseudotime) and the likely direction of state changes (RNA velocity). We also included CD11b expression as an additional marker of cell differentiation. These results were visualized by overlaying RNA velocity vectors, pseudotime scores, and CD11b expression on a t-SNE plot generated with Seurat.

#### Gene expression and gene set enrichment analysis

The Wilcoxon rank-sum test within the “FindAllMarkers” function was used to analyze all single- cell differential gene expressions (DEGs) across identified cell subsets. For the purpose of gene set enrichment analysis (GSEA), DEGs between the two groups were identified using the “FindMarkers” function with default parameters. To characterize MDP-cMOP cells, the DEGs for MDP-cMOP compared to all other cells were processed into Gene set enrichment analysis (GSEA)^66^ using clusterProfiler [v4.2.6].^58^ Gene-lists from the MsigDB [v7.5.1]^59^ (category = C8, cell type signature) were used as a reference. In addition, DEGs between differentially abundant cells of 4T1m and 4T1p were calculated in order to assess the functional changes between the tumors and their DA regions. Significantly enriched genes were defined by an adjusted p-value (FDR) threshold of <0.01 and a log2 fold-change threshold of >1 (using the Benjamini & Hochberg method).^67^ These thresholds were chosen based on extensive prior literature and our exploratory data analyses. The FDR threshold of <0.01 was implemented to rigorously control for false positives in the context of multiple comparisons, ensuring that only highly reliable changes were considered. Similarly, the log2 fold-change threshold of >1 was selected to focus on genes with expression changes that are likely to be biologically meaningful. The filtered gene list was then processed through the “enrichGO” function using the GO Biological Process ontology.

#### Batch-effect removal and data integration

We integrated MDPs from tumors and bone marrow (BM) using scVI, a conditional variational autoencoder-based method.^60^ Initially, we annotated a scRNA-seq atlas from the BM of non-tumor-bearing mice (Figure S8A).^52^ SingleR [v2.0.0]^61^ was then used to compare bone marrow cells to the ImmGen reference provided by celldex [v1.8.0], identifying low-quality cells labeled as “Unidentified” based on the “prunescores” function with default settings. Subsequently, MDPs from the bone marrow were merged with the MDP-cMOP cluster from the 4T1 tumors. The combined dataset (n=1244) was converted to Scanpy object^62^ and clustered using the top 2000 variable genes with the ‘seurat_v3’ method (Figure S8B). We then trained an scVI model on the counts following the approach described in,^60^ and visualized the integrated data using the scVI latent space (Figure S8B). Finally, we computed DEGs from the scVI normalized expression matrix via the Wilcoxon rank-sum test in Scanpy (Figure S8C).

#### Human scRNA-seq analysis of tumor and blood from cancer patients

We utilized two scRNA-seq datasets from the tumor and blood of breast cancer samples: Zhang et al.^53^ (GSE123814) and Bassez et al.^54^ (http://biokey.lambrechtslab.org). These studies included tumor and blood samples from patients with primary and metastatic breast cancer who received treatments involving immunotherapy, chemotherapy, or their combination thereof. Surface markers of hematopoietic progenitor cells were evaluated across the datasets. The processed data were imported into R [v4.2.2] and log-normalized using the Seurat package [v4.3.0].^68^ Cells were first subsetted to include only those with positive expression (>0) of both CD38 and CD117. The remaining cells from each dataset were merged, resulting in a final count of 38 blood cells and 56 tumor cells. The “SCTransform” [v3]^68^ function was then used for data normalization and scaling. Dimensionality reduction was performed with the first three principal components, as shown in PCA plot (Figures 4A and S11). No batch correction was observed in the data (Figure S11). Unsupervised clustering was performed with a SNN approach based on the first three PCs. Four clusters and their respective commitments were defined based on surface markers: b_MDP, t_MDP, t_cMOP, and CDP, identified in both blood and tumor samples, where b represents blood and t represents tumor. The CDP cluster was further subdivided into b_CDP and t_CDP. The surface markers used to define these clusters are listed in Table S5. DEGs between clusters were identified using the “FindAllMarkers” function with default parameters. Trajectory analysis was conducted using Slingshot [v2.6.0],^42^ with b_MDP cells defined as the root. Gene expression changes along the trajectory were assessed by ranking the 1,000 most variable genes and fitting a Generalized Additive Model (GAM) with a LOESS term for pseudotime.^69^ A heatmap displaying the top 50 genes that varied in expression over pseudotime was generated using the clusterExperiment [v2.18.2] package.^70^

In addition, scRNA-seq datasets of colorectal cancer^43^ (GSE178341) and lung cancer^44^ were analyzed to characterize the immune cell composition within tumors, with a particular focus on identifying MDPs and cMOPs.

#### Visualization of gene expression

Gene expression data was visualized using the “FeaturePlot” function from Seurat^55^ and the “plot_density” function from the Nebulosa [v1.8.0],^71^ which recovers gene expression signals through kernel density estimation. Additionally, scVelo tools^57^ were used to visualize the expression of CD11B.

#### Statistical analysis

All statistical tests for Flow Cytometry data were performed using GraphPad Prism [v5] software (La Jolla, CA, USA). Statistical pairwise comparisons were carried out using unpaired two-sample Mann-Whitney test, or by one-way ANOVA coupled with Tukey’s post-hoc HSD test when comparing more than two groups. At least 5 mice per group were used in order to reach statistical power considering a Gaussian distribution. The mice that exhibited pathological conditions unrelated to the experiment were excluded from the analyses. All experiments were performed in a randomized manner, when animals were distributed equally between groups before treatment was initiated. The *in vivo* experiments were repeated at least twice. Data are presented as mean ± standard deviation (SD). The significance of cell subtypes’ proportion in the scRAN-seq data, was carried out using bias-corrected and accelerated (BCa) bootstrap method for independent two-sample comparisons, followed by one-sided hypothesis testing, and conducted through wBoot package in R [v1.0.3]. *P*-values were set as ∗p <0.05; ∗∗p <0.01; and ∗∗∗p <0.001.

# Supplementary material for: Immature monocytic cells within tumors differentiate into immunosuppressive cells in resistant tumors to immunotherapy
**Source:** iScience. 2025 Jul 17;28(8):113141. doi: 10.1016/j.isci.2025.113141
**Supplement:** Document S1. Figures S1–S18 and Table S5

## **Supplemental information**

**Immature monocytic cells within tumors  
differentiate into immunosuppressive  
cells in resistant tumors to immunotherapy**

**Sapir Levin, Madeleine Benguigui, Bar Manobla, Chen Buxbaum, Ziv Raviv, Keren Yizhak, and Yuval Shaked**

## Supplemental information online

### Supplemental Figures

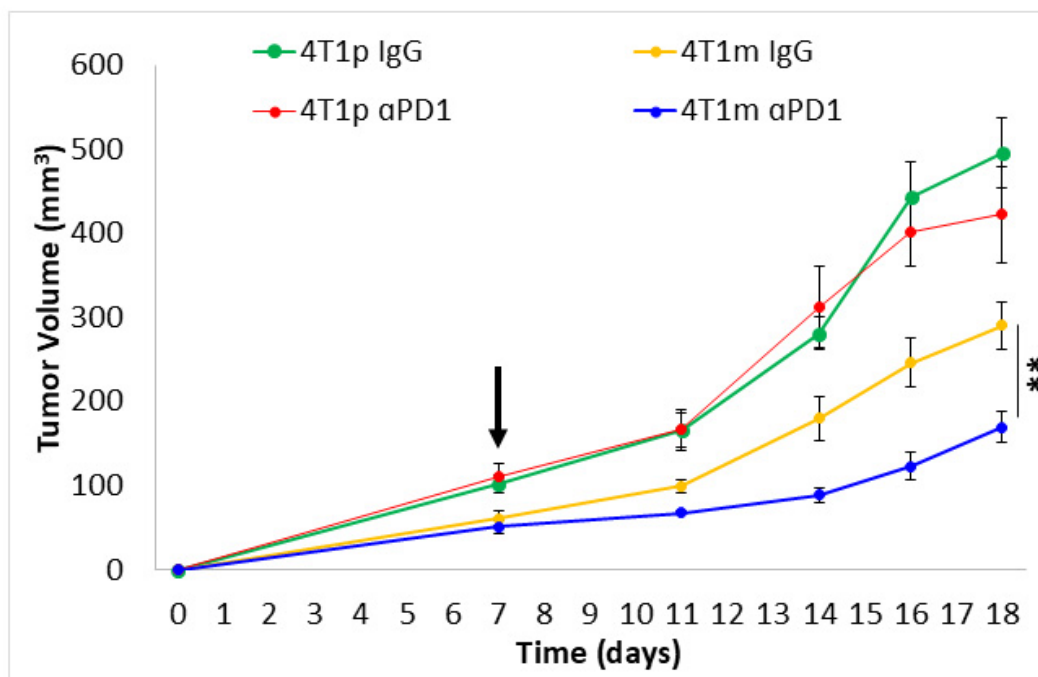

**Figure S1: Tumor growth of 4T1m and 4T1p cell lines following treatment with anti-PD1, related to Figure 1.** Eight to ten-week-old BALB/c female mice (n=5 mice/group) were implanted with 4T1p or 4T1m cancer cells ( $0.5 \times 10^6$  cells/mouse) into the mammary fat pad. After 7 days, when tumors reached  $\sim 50 \text{ mm}^3$ , treatment with anti-PD1 ( $100 \mu\text{g}/\text{mouse}$ ) or IgG control was initiated (black arrow), given twice a week for a two-week period. Tumor growth was assessed regularly. Data are presented as mean  $\pm$  standard deviation (SD). Statistical significance for the endpoint was assessed using a t-test when comparing IgG control and anti-PD1 for each cell line. A significant p-value is shown as  $**p < 0.01$ .

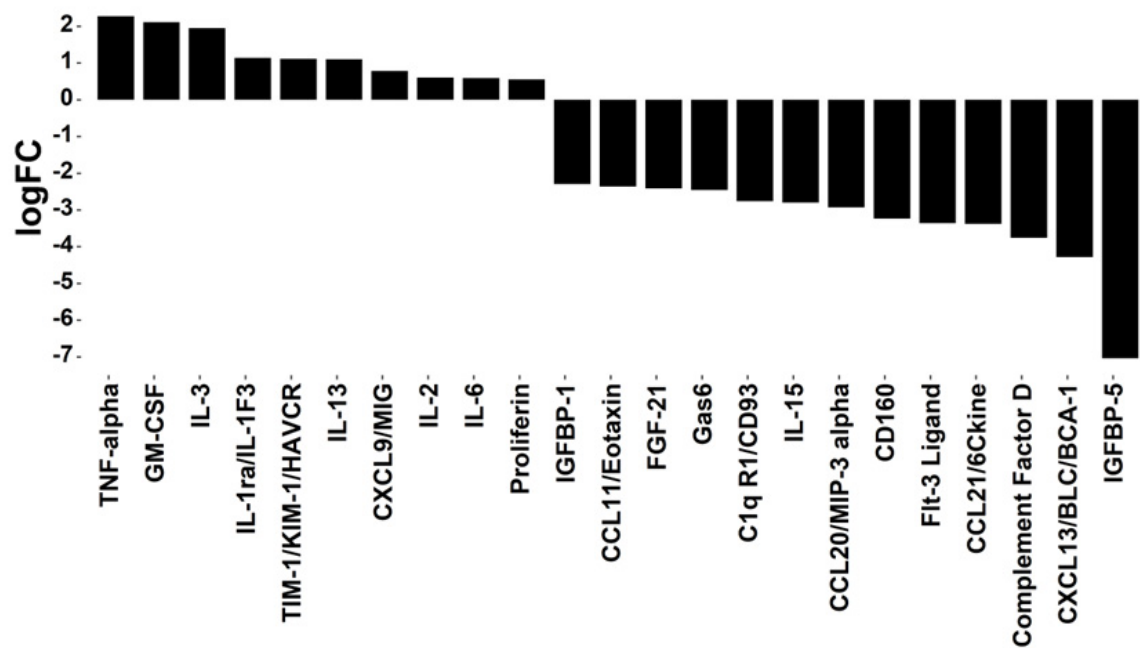

**Figure S2: Differential expression of cytokines between 4T1m and 4T1p tumors, related to Figure 1.** Conditioned medium from 4T1m and 4T1p tumor cultures was analyzed using a cytokine array to compare relative cytokine expression levels. The figure highlights selected cytokines with significantly altered expression, quantified as log2 fold changes (FC) of 4T1m over 4T1p groups.

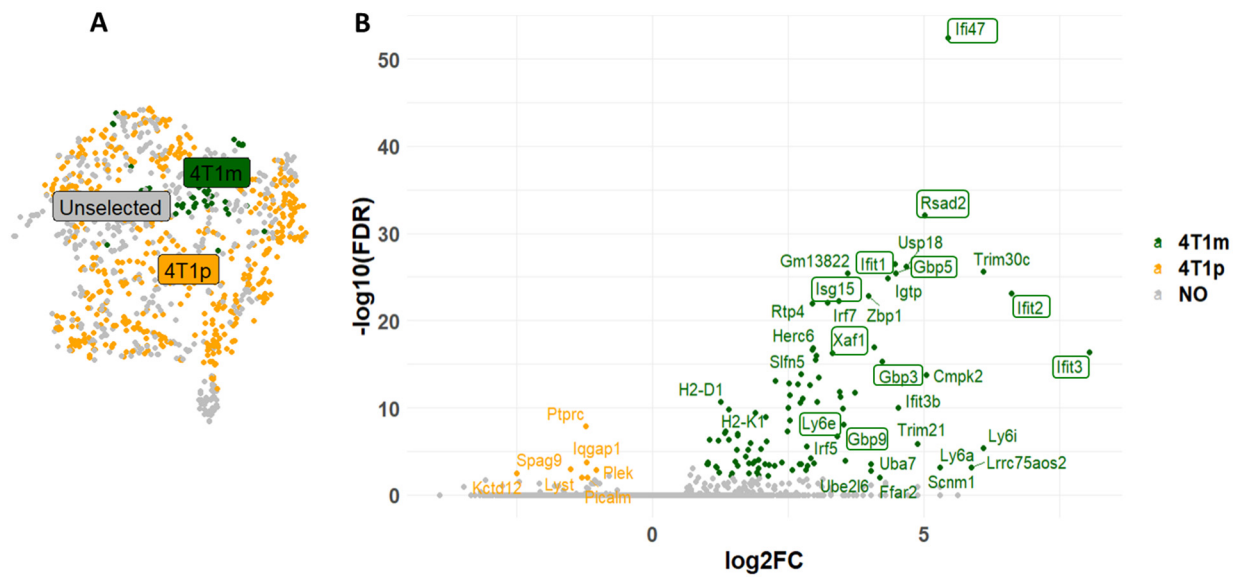

**Figure S3: Differential abundance of the granulocytic subset between 4T1p and 4T1m tumors following anti-PD1 therapy, related to Figure 1.** (A) A tSNE plot of 1,049 filtered, GR-1<sup>+</sup> granulocytic cells, with cells colored based on differential abundance scores between 4T1m (green) and 4T1p (orange) groups. (B) DEGs between 4T1m and 4T1p are presented in a volcano plot (FDR < 0.01, and log<sub>2</sub> fold-change > 1 or log<sub>2</sub> fold-change < -1). Notably, genes associated with Ly6E neutrophils are shown.

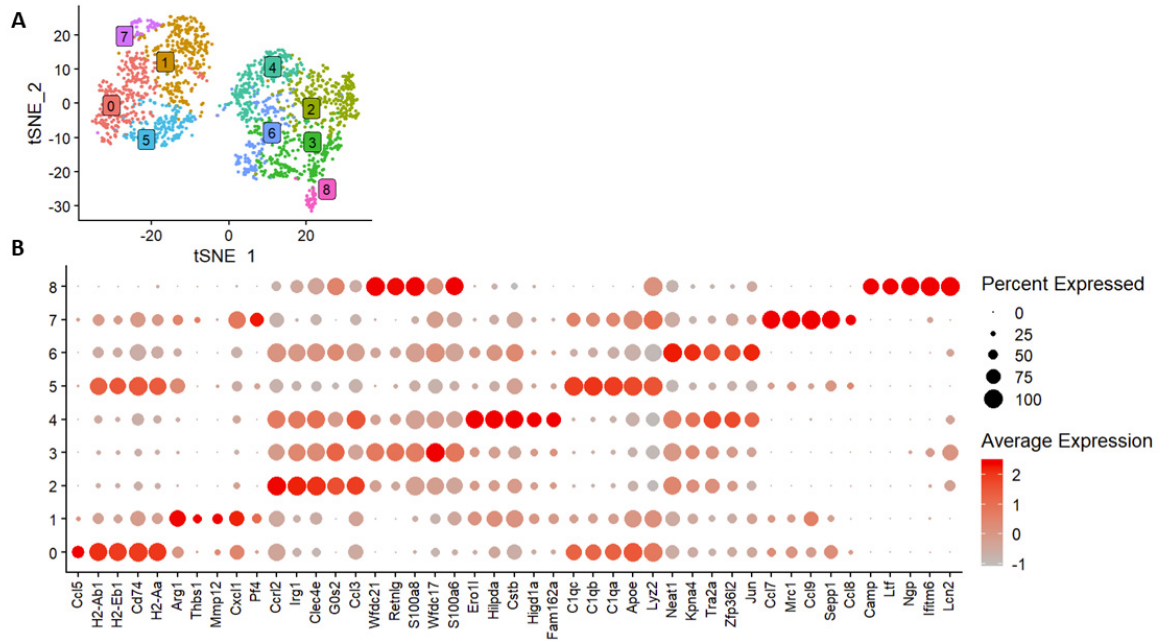

**Figure S4: Unsupervised clustering of GR-1+ cells in 4T1m and 4T1p tumors following anti-PD1 therapy, related to Figure 1.** (A) A tSNE plot of 9 different clusters is shown, displaying two major populations, monocytic and granulocytic cells, and nine different clusters (clusters 0-8). (B) The top 5 highly expressed genes in each cluster are shown, demonstrating similar clustering to that found using the semi-supervised approach. Notably, clusters 2 and 5 represent MDP-cMOP populations based on the expression of genes such as C1q and MHC class II gene family.

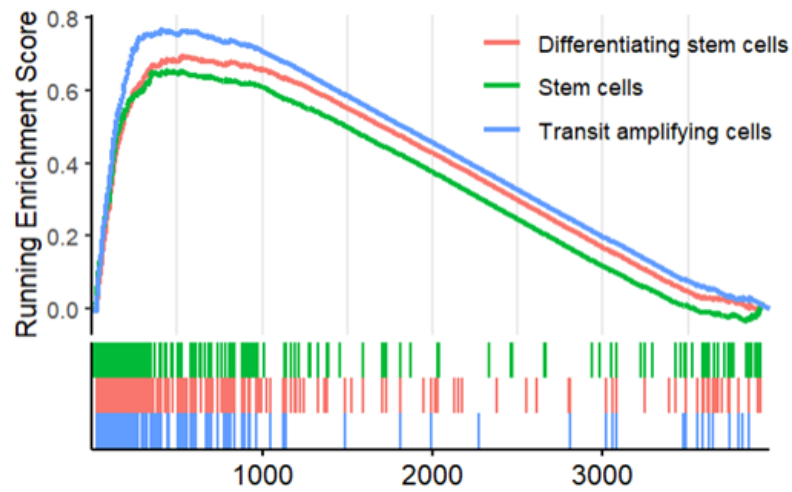

**Figure S6: Enrichment analysis of MDP-cMOP cluster, related to Figure 1.** Using Gene set enrichment analysis (GSEA) clusterProfiler [v4.2.6], and gene lists from the MsigDB[v7.5.1] (category = C8, cell type signature), the pathway enrichment of MDP-cMOP cluster was analyzed when compared to all monocytic clusters. Notably, the pathway enrichment demonstrated genes associated with stem cells, and differentiating stem cells, further supporting that MDP-cMOP cluster represents the immature state of monocytic cells.

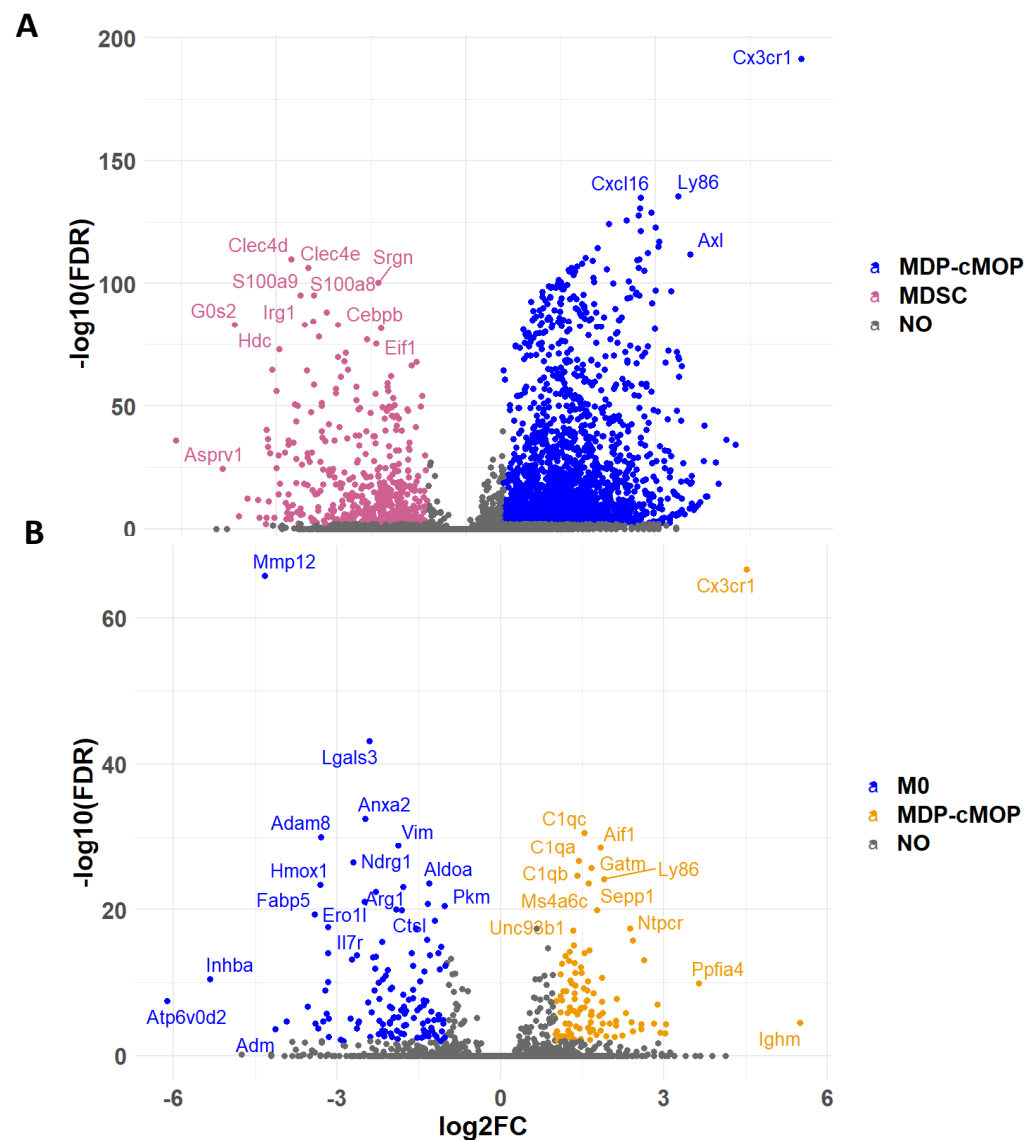

**Figure S7: DEGs between MDP-cMOP and immature myeloid cells, related to Figure 1.** (A) DEGs between MDP-cMOP and MDSCs, and (B) DEGs between MDP-cMOP and M0 macrophages, highlighting key MDP-cMOP marker genes such as *Cx3cr1* and *Ly86*.

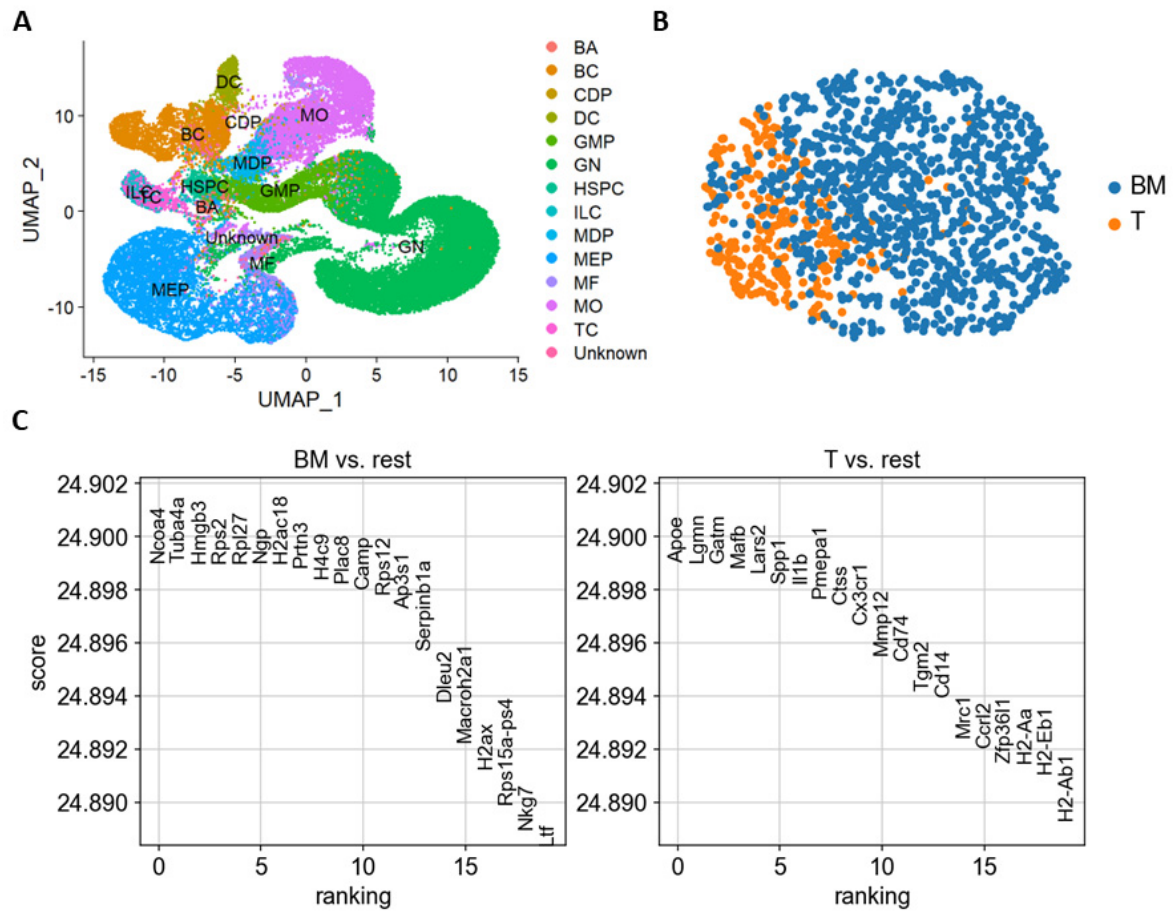

**Figure S8: The comparison of MDPs between 4T1 tumors and normal bone marrow, related to Figure 2.** (A) Different cells from the bone marrow were characterized by ImmGen, identifying 984 MDPs. (B) the integration between bone marrow and tumors using the scVI model. (C) The ranking genes in each cluster relative to the other using the Wilcoxon rank-sum test. The marker genes of the bone marrow cluster (left) are associated with differentiation, while the cells found in tumors (right) largely express M2-like monocytic genes. BM, bone marrow; T, tumor.

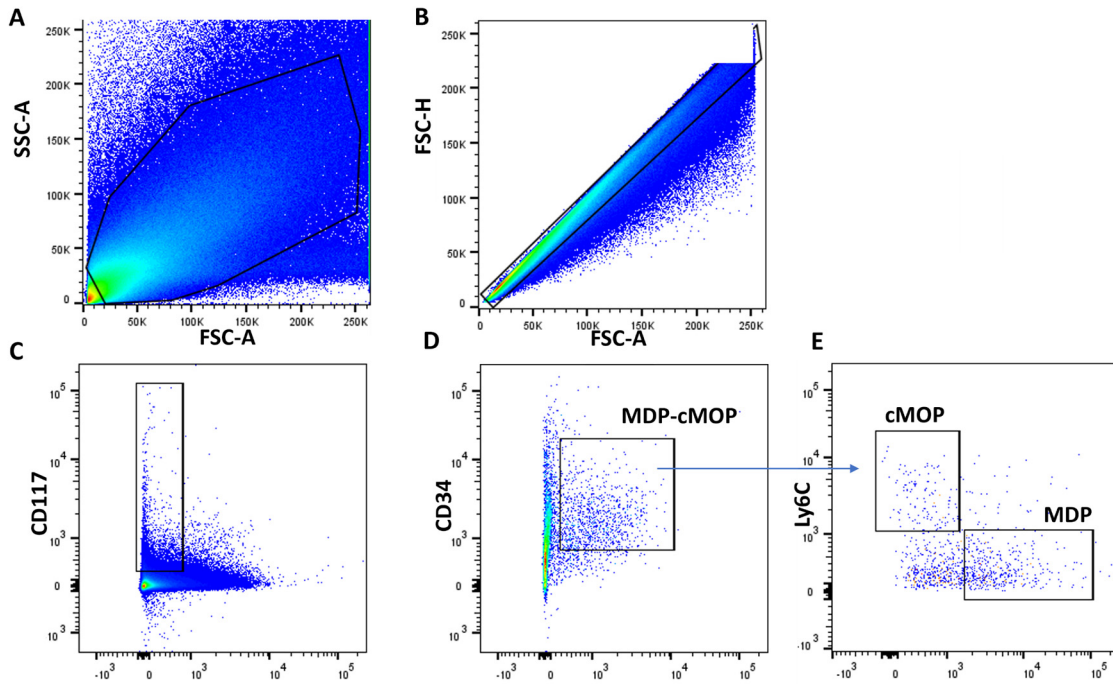

**Figure S9: MDP-cMOPs flow cytometry gating strategy, related to Figure 2.** (A-E) Representative flow cytometry plots taken from tumor single cell suspensions of BALB/c mice bearing 4T1m breast carcinoma tumors. The analysis was performed when first gating on SSC and FSC, collecting the majority of events in the samples (A), while eliminating cell doublets (B). MDP-cMOPs were defined with a gate positive to CD117 and negative to Sca-1 (C) and subsequently positive to CD34 and CD115 (D), together representing the MDP-cMOP population. CD135 and Ly6C are also shown to distinguish MDP from cMOP (E), but they were excluded from the analysis due to the rare events.

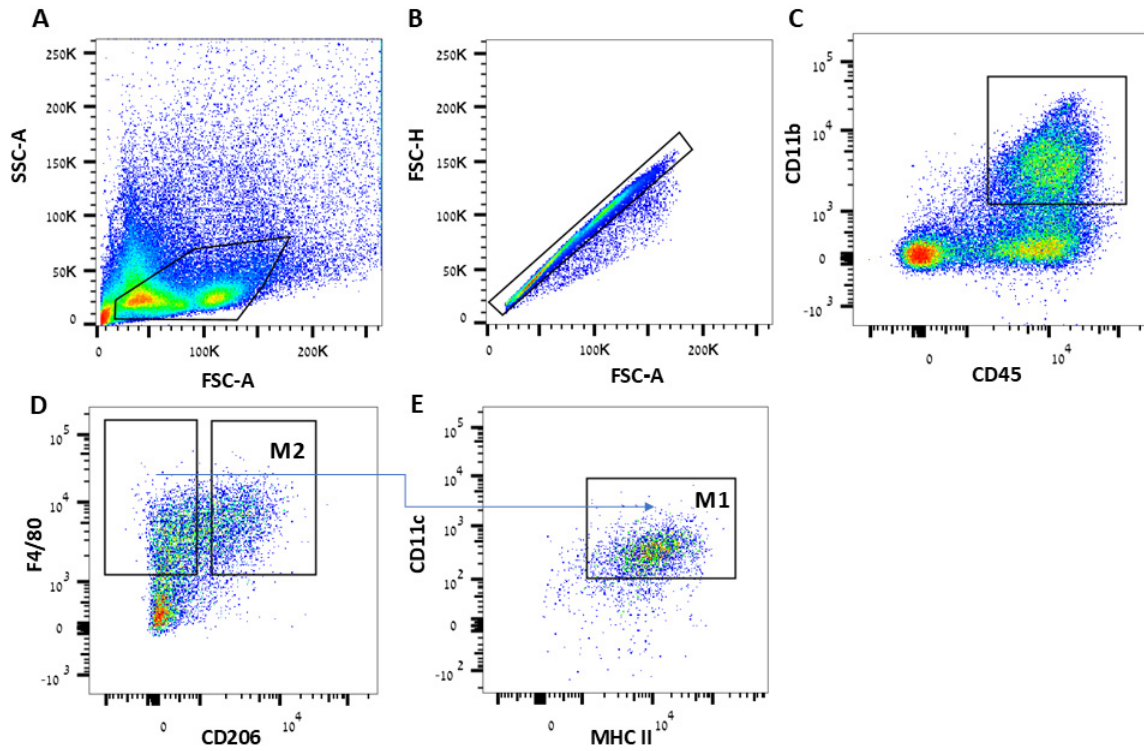

**Figure S10: Macrophage flow cytometry gating strategy, related to Figure 2.** (A-E) Representative flow cytometry plots taken from tumor single cell suspensions of BALB/c mice bearing 4T1m breast carcinoma tumors. The analysis was performed when first gating on SSC and FSC, collecting the majority of events in the samples (A), followed by the elimination of doublets (B). From these events, CD45<sup>+</sup>/CD11b<sup>+</sup> cells were gated (C). Macrophages were then identified by gating on M2-like macrophages (CD206<sup>+</sup>/F4/80<sup>+</sup>) and M1-like macrophages, characterized by CD206<sup>-</sup>/F4/80<sup>+</sup> (D), followed by MHCII<sup>+</sup>/CD11c<sup>+</sup> markers (E).

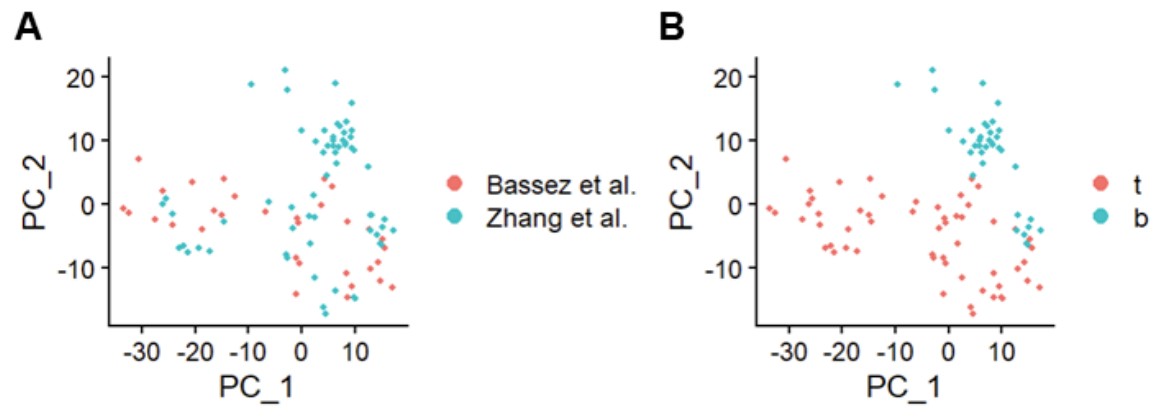

**Figure S11: Assessment of batch effects in human scRNA-seq analysis, related to Figure 4.** (A-B) A PCA plot of the merged triple negative breast cancer, human data. Points represent individual cells, labeled by their source dataset (A). Tumor-derived cells (denoted “t”) from the two datasets merge smoothly, while blood cells from the Zhang et al. data set (denoted “b”) are distinct from these cells (B).

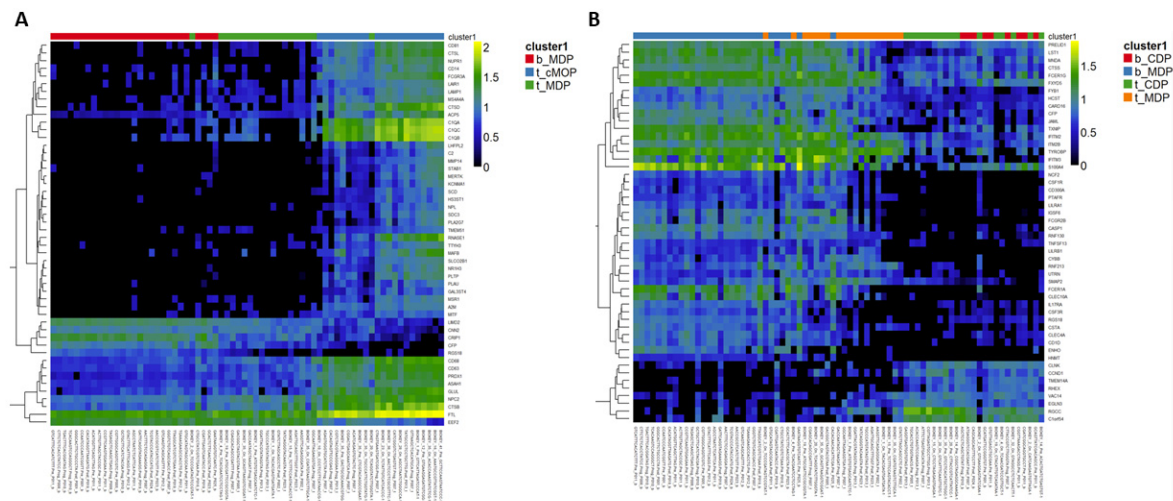

**Figure S12: Heatmap of the 50 top genes with varied expression over pseudotime, related to Figure 4. (A-B) Gene changes along the trajectory from MDPs to cMOP (A) or to CDPs (B) are shown.**

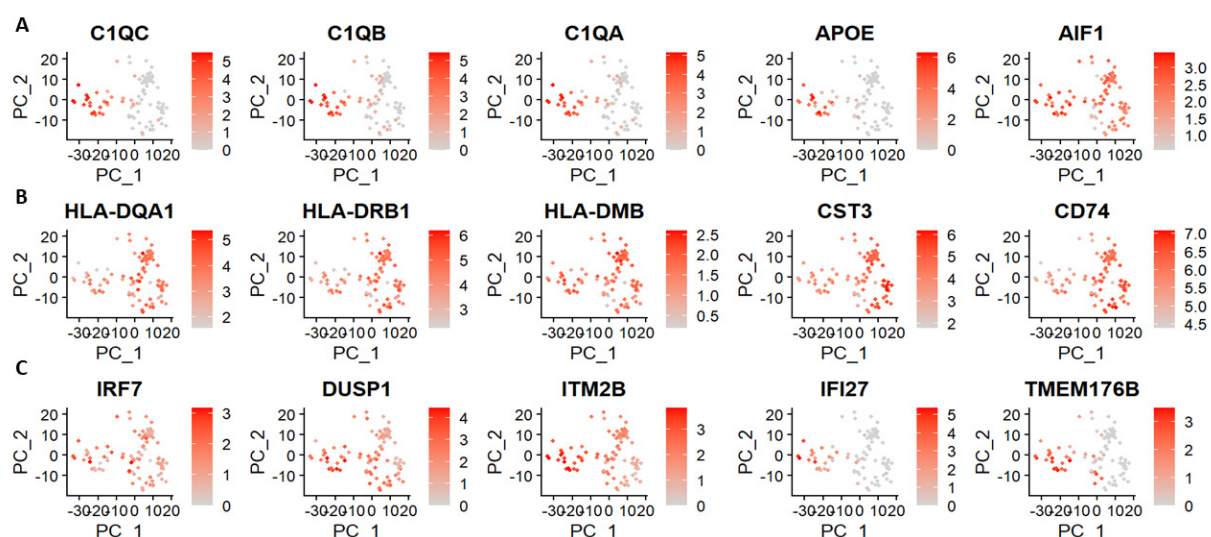

**Figure S13: Gene signatures of MDP-cMOP correlate with the immunosuppressive fate of MDPs, based on murine analysis, related to Figure 4.** (A-B) Binned, normalized expression of genes in cells, as shown in Figure 3A-C, highlighting pathways involved in the differentiation of MDPs to cMOPs (A) and CDPs (B). (C) Binned, normalized genes associated with MDPs and cMOPs in humans, compared to those in mice, are shown.

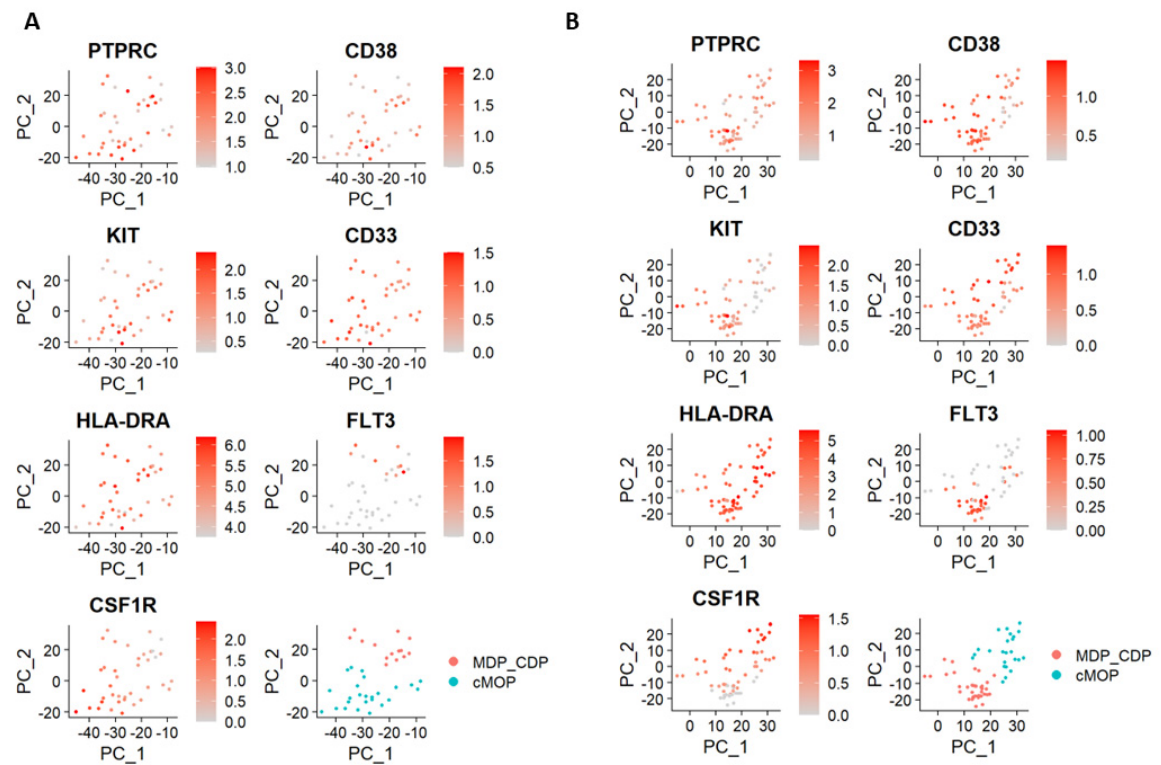

**Figure S14: MDPs are found in the tumors of colorectal and lung cancer patients, related to Figure 4.** (A-B) Binned, normalized expression of genes from cells representing CDP, MDP and cMOP in colorectal cancer (A) and lung cancer (B) patients. PCA plots colored by the surface markers of MDPs and their committed subsets are shown.

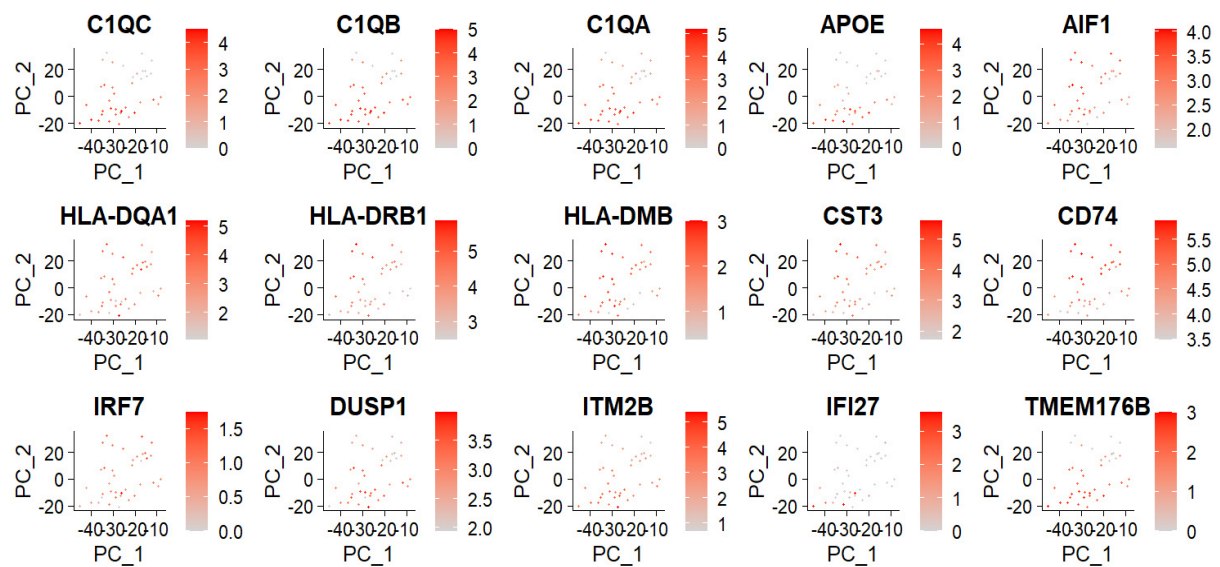

**Figure S15: Gene signatures of MDP-cMOP correlate with the immunosuppressive fate of MDPs, based on murine analysis (Colorectal cancer), related to Figure 4. (A-B) Binned, normalized genes associated with MDPs and cMOPs in humans, compared to those in mice, are shown.**

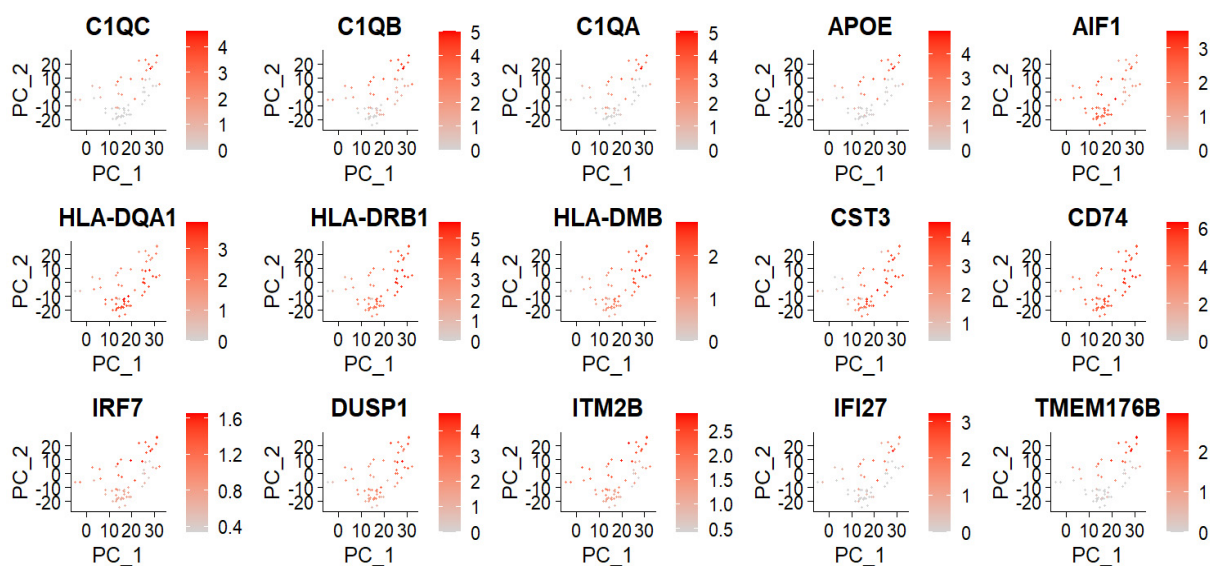

**Figure S16: Gene signatures of MDP-cMOP correlate with the immunosuppressive fate of MDPs, based on murine analysis (Lung cancer), related to Figure 4. (A-B) Binned, normalized genes associated with MDPs and cMOPs in humans, compared to those in mice, are shown.**

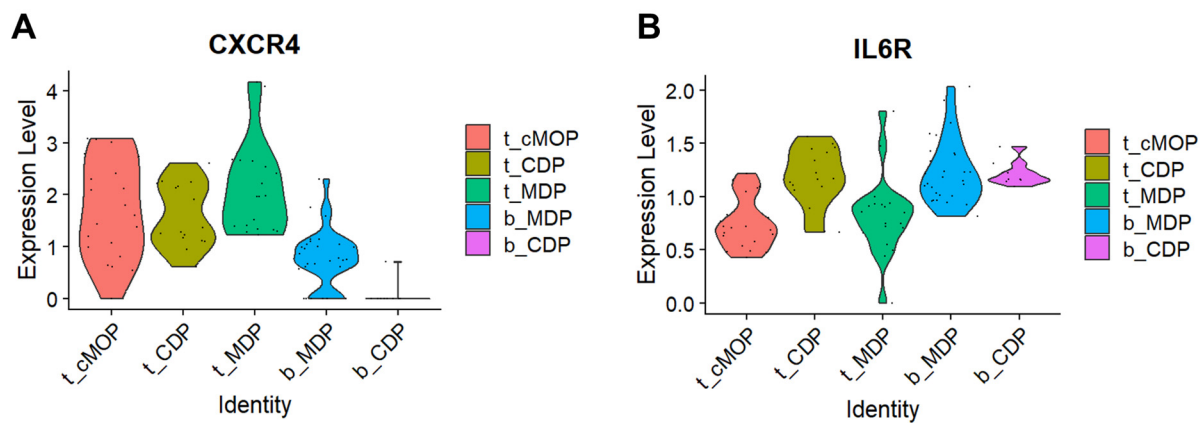

**Figure S17: CXCR4 and IL6R expression in MDP, CDP and cMOP obtained from tumors and blood of breast cancer patients, related to Figure 5.** The Violin plots showing the expression of CXCR4 (A) and IL6R (B) in human cells across the indicated populations (as shown in the figure). t, tumor; b, blood.

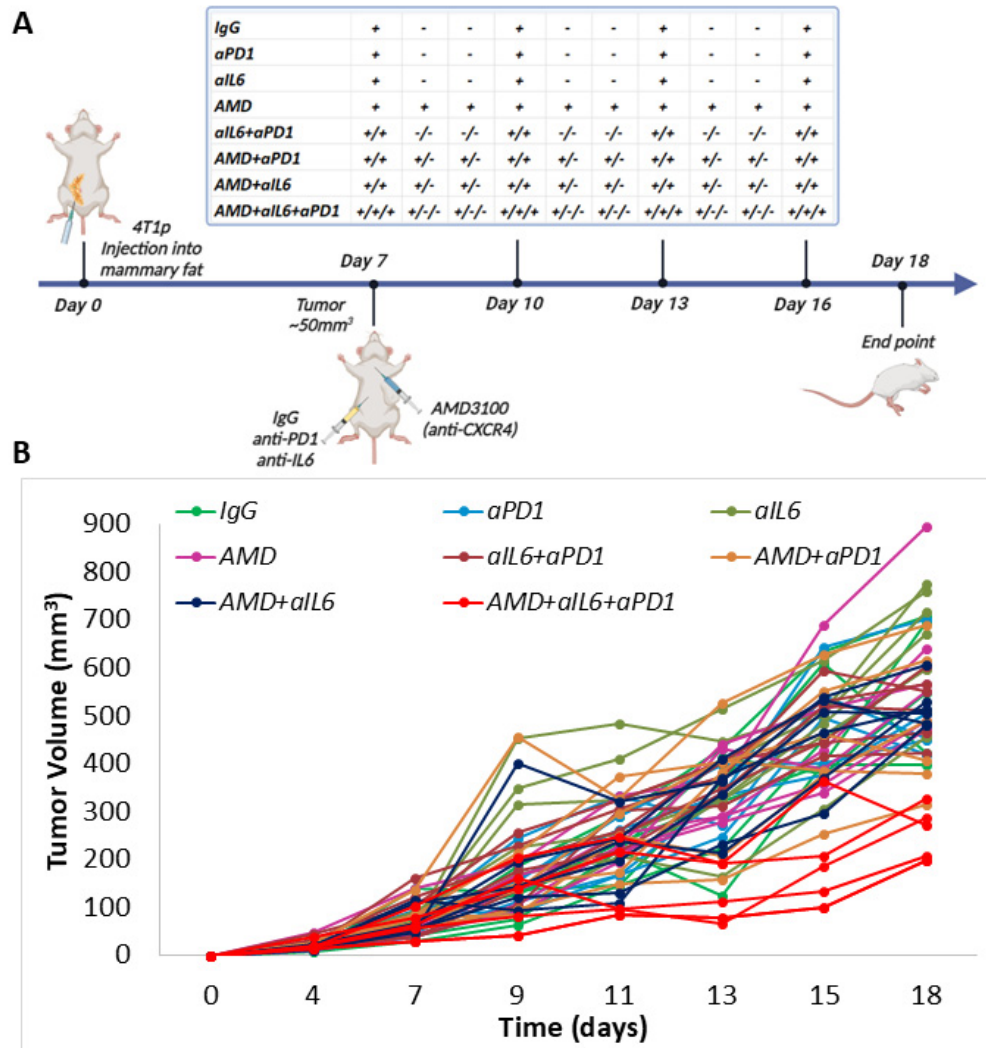

**Figure S18: Spider plots of tumor growth following treatment with anti-PD1, anti-IL6, and AMD3100, or their combination thereof, related to Figure 5. (A) A schematic overview of the experimental set-up for 4T1p tumors treated with anti-PD1 ( $\alpha$ PD1), anti-IL6 ( $\alpha$ IL6), AMD3100 (AMD), or their combination. (B) Raw, individual tumor growth profiles of 4T1p breast tumor groups, colored by treatment are shown as a spider plot.**

## Supplemental Tables

Table S5

| Cell Type     | Phenotype                                                                                                                                     |                                                                                                                   |
|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
|               | Human                                                                                                                                         | Mouse                                                                                                             |
| <b>MDP</b>    | <u>CD45RA<sup>+</sup> CD38<sup>+</sup> CD117<sup>+</sup> CD33<sup>+</sup> CD115<sup>+</sup></u><br><u>CD135<sup>+</sup>HLA-DR<sup>+</sup></u> | <u>SCA-1<sup>-</sup> CD117<sup>+</sup> CD34<sup>+</sup> CD115<sup>hi</sup></u> CD135 <sup>+</sup>                 |
| <b>CDP</b>    | <u>CD45RA<sup>+</sup> CD38<sup>+</sup> CD117<sup>+</sup> CD33<sup>+</sup> CD115<sup>-</sup></u><br><u>CD135<sup>+</sup>HLA-DR<sup>+</sup></u> | <u>SCA-1<sup>-</sup> CD117<sup>+</sup> CD34<sup>+</sup> CD115<sup>-</sup></u> CD135 <sup>+</sup>                  |
| <b>cMOP</b>   | <u>CD45RA<sup>+</sup> CD38<sup>+</sup> CD117<sup>+</sup> CD33<sup>+</sup> CD115<sup>+</sup></u><br><u>CD135<sup>-</sup></u>                   | <u>SCA-1<sup>-</sup> CD117<sup>+</sup> CD34<sup>+</sup> CD115<sup>hi</sup></u> CD135 <sup>-</sup>                 |
| <b>M-MDSC</b> | CD33 <sup>+</sup> CD11B <sup>+</sup> CD14 <sup>+</sup> CD15 <sup>-</sup> CD66b <sup>+</sup><br>HLA-DR <sup>-</sup>                            | GR-1 <sup>+</sup> CD11B <sup>+</sup> LY6C <sup>hi</sup> LY6G <sup>-</sup>                                         |
| <b>G-MDSC</b> | CD33 <sup>+</sup> CD11B <sup>+</sup> CD14 <sup>-</sup> CD15 <sup>+</sup> CD66b <sup>+</sup><br>HLA-DR <sup>-</sup>                            | GR-1 <sup>+</sup> CD11B <sup>+</sup> LY6C <sup>lo</sup> LY6G <sup>+</sup>                                         |
| <b>M1</b>     | CD68 <sup>+</sup> CD80 <sup>+</sup> CD86 <sup>+</sup> CD206 <sup>-</sup> CD163 <sup>-</sup>                                                   | <u>CD45<sup>+</sup> CD11B<sup>+</sup> F4/80<sup>+</sup> CD206<sup>+</sup> CD11C<sup>+</sup> MHCII<sup>+</sup></u> |
| <b>M2</b>     | CD68 <sup>+</sup> CD80 <sup>-</sup> CD86 <sup>-</sup> CD206 <sup>+</sup> CD163 <sup>+</sup>                                                   | <u>CD45<sup>+</sup> CD11B<sup>+</sup> F4/80<sup>+</sup> CD206<sup>+</sup> CD11C<sup>-</sup> MHCII<sup>-</sup></u> |

**Table S5: Surface markers define different immune cell types in human and mouse, related to Figure 2.** Surface markers expressed by different immune cell types are listed in the table for both human and mouse. Underlined surface markers were specifically analyzed in murine cells using flow cytometry or scRNA-seq of cancer patients. MDP, monocyte dendritic progenitor; CDP, common dendritic progenitor; cMOP, common monocyte progenitor; M-MDSC, monocyte-myeloid derived suppressor cells; G-MDSC, granulocyte-myeloid derived suppressor cells; M1, proinflammatory macrophages; M2, immunosuppressive macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

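The deposited values are raw UMI counts per gene and barcode, which the authors obtained with Cell Ranger on GRCm38 and filtered to barcodes called as cells; the header of the matrices names software version 3.1.0. The count files of the 2 tumor libraries were used. Tumors of other lines, bone marrow cells, flow cytometry, human data and RNA velocity, which needs unspliced reads, were not analysed here. Genes go by symbol; among the 28692 listed genes 58 symbols occur more than once, and there the first identifier kept the symbol.

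Cells were kept with 250 to 5000 detected genes, at most 27000 UMIs and at most 12.5% of UMIs from the 13 mitochondrial genes. Scrublet scores ranked cells for doublets, in place of scDblFinder, at the rate per library given with the libraries. The ribosomal RNA genes Gm42418 and AY036118 and cells without a Ptprc UMI were left out, in the order of the paper's methods. The minimum of detected genes removed 170 and 95 barcodes of the libraries labelled 4T1p and 4T1m, and the mitochondrial limit failed 443 and 560.

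Normalization used SCTransform (version 1 model, 3000 variable genes, mitochondrial share regressed out) on both libraries merged, then principal components, a shared nearest neighbor graph and Louvain clusters. A cluster was named B cell-like or T cell-like when at least 2 of its 3 markers had a UMI in at least 25% of its cells. Other clusters took the lineage whose marker genes had the higher mean share of cells with a UMI, each relative to the highest share of that gene in a cluster. Leading genes of a cluster are those with the highest fold over all other cells among genes with a UMI in at least 25% of its cells. Signatures were assigned with an implementation of the SCINA model (bimodal levels, expectation maximization, cells without a signature allowed). Differential abundance regions replaced DAseq.

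The level of a gene in a group is its summed UMI count as CPM, computed from the deposited counts, with an exact Poisson interval. A ratio of 2 groups is a log2 ratio of CPM, computed from the deposited counts, and its interval comes from the exact binomial share of the 2 counts. Shares are the percent of cells of a group, computed from the deposited counts, with exact binomial intervals. With 1 library per condition, these cover counting error only and no p-value was computed. A count of 0 was given a floor of 3 counts. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs, with shallower cells left out.

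The named genes are those that the paper names for its mouse single-cell data in the text, on the axis of Figure 1E and in the boxes of Figures 3B, 3C and S3B, those of the marker lists, and, between the libraries in all monocytic-like and all granulocytic-like cells, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs in the 2 groups. This rule, the comparisons, the markers and 22 alternative settings were set before the data were examined, and all of the settings were run. Results on some of these genes are not reported.

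On simulated counts at the depth of the libraries with 200 changed genes per lineage, the changed genes had the right sign in 100% of cases in both lineages. In monocytic-like cells, coverage was checked on only a part of the 5320 genes, and the 95% interval covered the true ratio of 94.8% of that part. In granulocytic-like cells it covered that of 96.4% of 1809 genes. The simulated counts had Poisson error only, which the intervals assume. Coverage under variation between cells or libraries was therefore not tested.

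Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (which holds Scrublet), scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2, RANN 2.6.2, Rtsne 0.17 and Matrix 1.6.5. Gene places are from GENCODE vM21.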

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

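No test in this part was chosen after a result was seen.

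B cell-like and T cell-like cells, which the paper leaves out, appear among the GR-1+ cells. B cell-like cells were 0.197% of the kept cells in the library labelled 4T1p (1 cell, exact binomial 95% interval 0.00499 to 1.09) and 2.14% in the library labelled 4T1m (33 cells, 1.48 to 3.00), a ratio of 10.9 (1.82 to 442) under labels that are in question. T cell-like cells were 1.38% and 1.23%. Doublets with myeloid cells are argued against as the source of these cells, since their level of monocytic genes that B cells lack was 3.49% of that in monocytic-like cells and their level of granulocytic genes 0.438% of that in granulocytic-like cells. Free RNA remains open for these UMIs, which were 5.40-fold (granulocytic) and 2.91-fold (monocytic) above T cell-like cells. The purity of each sort, and a difference between the tumors, are open and were not tested.

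Cells without a Ptprc UMI, which the paper removes as not immune, were 54.5% and 24.8% of the cells that had passed the other filters in the libraries labelled 4T1p and 4T1m, and 74.0% of them carry at least 4 of the 10 monocytic genes. Tumor cells are argued against as the source of most of them, since 1.34% had UMIs of at least 2 tumor epithelial genes, although tumor cells that lost epithelial genes would be missed. A candidate explanation is depth: their median was 1053.5 UMIs, and within each lineage the share without a Ptprc UMI fell as depth rose. Lower levels of Ptprc in monocytic-like cells add to it, since at 2000 to 4000 UMIs 58.3% of them had none, against 11.0% of granulocytic-like cells. Free RNA from monocytic cells in empty or broken barcodes stays open for the shallowest of them. No biological explanation was tested.

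For 3 immediate-early, stress or interferon genes the 95% counting intervals of the log2 ratio between the libraries lie on opposite sides of 0 in the lineages, by the labels of the files, and the difference was not tested. The log2 ratio of the library labelled 4T1m over the library labelled 4T1p was −0.67 in monocytic-like and 2.49 in granulocytic-like cells for Hspa1b, 0.29 and −1.44 for Gbp5, and 0.25 and −2.01 for Rsad2. Hspa1a, whose sequence is nearly that of Hspa1b so that reads can be shared, had −0.72 and −0.15. Fosb, Atf3 and Nr4a1 also differed in sign, with an interval that includes 0 in 1 lineage. No technical explanation was tested for Hspa1b, and the interferon genes are taken up under the other observations.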

How the results depend on the processing

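Of the settings, the share of monocytic-like cells without the Ptprc filter was chosen after seeing the data and the other 22 before, and the cause of each change was not tested unless one is given. No paired analysis was possible because each condition has 1 library. A value is said to change when it leaves the 95% counting interval of the reported one, and a number of cells when it changes by more than 1.5 times. Log2 ratios are of the region labelled 4T1m over the region labelled 4T1p, with Itgam and Nr4a1 from monocytic and Ly6e from granulocytic regions, or of the MDP-cMOP signature over another signature. Pairs of shares are for the libraries labelled 4T1p and 4T1m.

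Doublets kept, at least 500 detected genes, resolutions of 0.5 and 1.2 and the signature without Irf8 changed none of the 17 results that answer a comparison. The share of the MDP-cMOP signature stayed lower in the library labelled 4T1m under every setting that was run on it, by more than counting error except under the added one, and the signs of Itgam and Ly6e between the regions did not change under the settings run on them.

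Without the Ptprc filter, 1115 cells were kept in the library labelled 4T1p, the monocytic-like shares were 78.0% and 49.8%, the share of the MDP-cMOP signature labelled 4T1p was 15.7% and the ratio of its shares 0.628, the monocytic regions labelled 4T1m and 4T1p held 539 and 592 cells, cycling cells were 40.3% of the other monocytic-like cells, and the log2 ratios of Ly6e and of H2-Ab1 over the MDSC signature were −3.52 and 4.39. Nr4a1 changed direction, to 0.19.

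With at most 5% mitochondrial UMIs, 318 and 936 cells were kept, which leaves fewer cells by construction, the monocytic-like shares were 57.5% and 32.3%, those of the MDP-cMOP signature 15.1% and 5.88%, the monocytic regions labelled 4T1m and 4T1p held 140 and 106 cells and the granulocytic region labelled 4T1m 321, and the log2 ratios were 1.98 for Itgam, −2.31 for Ly6e, 5.42 for H2-Ab1 over the MDSC signature and −0.50 for Itgam over the M0 signature. With 5% of cells per 1000 removed as doublets, the monocytic-like share labelled 4T1m was 36.2%, and the log2 ratios of H2-Ab1 over the MDSC signature and of Itgam over the M0 signature were 4.80 and −0.97.

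With each cell thinned, the shares of the MDP-cMOP signature were 16.9% and 7.68%, cycling cells 36.8% of that signature and 40.2% of the other monocytic-like cells, and the log2 ratios −3.50 for Ly6e, 5.09 for H2-Ab1 over the MDSC signature and −1.26 for Itgam over the M0 signature. Changed directions were those of Nr4a1, to 0.37, and of Il6ra and Ly6c2 over the MDSC signature, to −0.0285 and 0.97. At this depth the directions of these 3 genes are not settled. Log-normalization gave log2 ratios of 1.23 for Itgam, −3.998 for Ly6e and 3.56 for H2-Ab1 over the MDSC signature, and changed the direction of Nr4a1, to 0.0340. A mean over cells gave 1.93 for Itgam and 4.93 for H2-Ab1 over the MDSC signature, and 0.12, the other direction, for Nr4a1. CPM without ribosomal protein and mitochondrial genes gave 4.83 for H2-Ab1 over the MDSC signature.

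For the regions, the log2 ratio of Itgam was 1.53 with 20 principal components, 1.51 with 20 nearest cells, 1.93 with 100 nearest cells, 1.50 with a log2 ratio beyond 0.5 and 0.83 with all cells by library, and that of Ly6e −3.54 with 100 nearest cells, −2.19 with a log2 ratio beyond 0.5 and −1.65 with all cells by library. The limit of 0.5 also widened the monocytic region labelled 4T1m to 454 cells and the granulocytic region labelled 4T1p to 158, as a looser limit does by construction.

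For the signature, the shares were 31.7% and 12.0% without Cx3cr1, 44.3% and 24.1% (ratio 0.543) with a rule on single markers, and 37.4% and 24.7% (ratio 0.662) of monocytic-like cells, a smaller denominator. Of monocytic-like cells without the Ptprc filter they were 19.9% and 19.2%, and their ratio 0.965 was within counting error of 1, so the lower share labelled 4T1m depends on these choices taken together. Itgam over the M0 signature was −0.51 without Cx3cr1, −1.20 without Ly86 and −0.45 with the rule on single markers, and H2-Ab1 over the MDSC signature 3.96 without Ly86 and 4.26 with every cell assigned. The rule on single markers changed the directions of Itgam and Ly6c2 over the MDSC signature, to 0.26 and 0.15, and gave 38.8% cycling cells among the other monocytic-like cells.

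Of 826 values of single genes and other results under these settings, 480 stayed within the interval, 338 left it with the same direction and 8, given above, changed direction.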

Differences from the paper's values

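The share of monocytic-like cells without the Ptprc filter was chosen after the result was seen, and no other test in this part was. The values of the paper are those of Tables S1, S3, S4 and S6 or, where said, of a figure. The paper's fold changes come from Seurat, on normalized cells of its own regions and classes. Log2 ratios here are of pooled CPM in rebuilt groups. The measures therefore differ, and a gap beyond the counting interval can come from the measure alone.

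With the libraries as labelled, the log2 ratio of 4T1m over 4T1p regions was 1.75 for Itgam against the paper's −1.67, or −1.75 with the direction exchanged, and for Ly6e −2.84 against the paper's 3.51, or 2.84 exchanged. None of the alternatives set before the data were examined gave the paper's sign for either gene as labelled. The share of the MDP-cMOP signature was 25.1% in the library labelled 4T1p against the paper's about 9.6% in Fig. 2A, read by eye, for 4T1p, and 10.1% in the library labelled 4T1m against the paper's about 24% in Fig. 2A, read by eye, for 4T1m, so that with the direction exchanged they were 10.1% for 4T1p and 25.1% for 4T1m. As labelled, no alternative set before the data were examined closed the gap for 4T1p. For 4T1m the rule on single markers and the share of monocytic-like cells, another denominator, did. That share without the Ptprc filter, which was added later, was 19.2% (16.8 to 21.8) for 4T1m, an interval that leaves out about 24%. The other log2 ratios of the paper between the regions match in sign only after the direction is exchanged and are compared on that scale.

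Against the paper's values from the monocytic and granulocytic regions, 22 log2 ratios differed beyond the counting interval once the direction was exchanged and 11, among them those of Itgam, Tmem176b, Irf8, Ifi47, Rsad2 and Isg15, did not. A mean over cells has no counting interval and is left out of the statements on alternatives that follow. Each alternative was judged by its own interval, which is wider where fewer UMIs are kept. For Itgam it was 1.29 to 2.36 with thinned cells, against 1.61 to 1.90 as reported. A gap can therefore close by lost precision alone, and a closed gap does not give its cause. No alternative set before the data were examined brought the exchanged value within the interval for Nlrp3 1.15 (−1.15 exchanged) against the paper's −1.76, Cxcl2 1.63 (−1.63 exchanged) against the paper's −1.91, H2-Ab1 −1.88 (1.88 exchanged) against the paper's 1.74, H2-Eb1 −2.15 (2.15 exchanged) against the paper's 1.92, Cd74 −1.79 (1.79 exchanged) against the paper's 1.65, Irf7 −2.47 (2.47 exchanged) against the paper's 3.13 and Jun −2.13 (2.13 exchanged) against the paper's 2.75. At least 500 detected genes was the only alternative that did so for Il1b 1.63 (−1.63 exchanged) against the paper's −1.74, C1qa −2.02 (2.02 exchanged) against the paper's 1.86 and H2-Aa −1.999 (1.999 exchanged) against the paper's 1.94. At most 5% mitochondrial UMIs and log-normalization were the only alternatives that did so for Junb −1.06 (1.06 exchanged) against the paper's 0.85. Doublets kept and at least 500 detected genes were the only alternatives that did so for C1qb −2.04 (2.04 exchanged) against the paper's 1.90. Doublets kept and 5% per 1000 cells removed as doublets were the only alternatives that did so for Cxcl1 2.70 (−2.70 exchanged) against the paper's −2.80. Doublets kept, 5% per 1000 cells removed as doublets, at least 500 detected genes and 20 principal components were the only alternatives that did so for Klf2 −2.93 (2.93 exchanged) against the paper's 2.73. 5% per 1000 cells removed as doublets, cells thinned to 1000 UMIs and 100 nearest cells were the only alternatives that did so for Ptgs2 3.76 (−3.76 exchanged) against the paper's −3.96. Cells thinned to 1000 UMIs was the only alternative that did so for Aif1 −1.66 (1.66 exchanged) against the paper's 2.01 and Il6ra 0.17 (−0.17 exchanged) against the paper's −1.05. Regions beyond a log2 ratio of 0.5 was the only alternative that did so for Cxcl3 5.00 (−5.00 exchanged) against the paper's −4.25. No Ptprc filter and at least 500 detected genes were the only alternatives that did so for C1qc −1.86 (1.86 exchanged) against the paper's 1.72. No Ptprc filter, doublets kept, cells thinned to 1000 UMIs, 20 principal components, 20 nearest cells and regions beyond a log2 ratio of 0.5 were the only alternatives that did so for Ifit1 −5.06 (5.06 exchanged) against the paper's 4.47. No Ptprc filter, doublets kept, log-normalization, cells thinned to 1000 UMIs, 20 principal components and 100 nearest cells were the only alternatives that did so for Ly6e −2.84 (2.84 exchanged) against the paper's 3.51. No Ptprc filter, 5% per 1000 cells removed as doublets, cells thinned to 1000 UMIs and CPM without ribosomal protein and mitochondrial genes were the only alternatives that did so for H2-DMb1 −1.89 (1.89 exchanged) against the paper's 2.08.

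Between signatures, with both libraries together, 9 log2 ratios of the MDP-cMOP signature over another differed and 7 did not. None of the alternatives set before the data were examined brought the value within the interval for C1qa over the MDSC signature 5.70 against the paper's 4.80. Within the library labelled 4T1p this ratio was 4.81 (4.49 to 5.14), an interval that includes the paper's value. Within the library labelled 4T1m it was 5.74 (5.51 to 5.99). For Tmem176b over the M0 signature 1.91 against the paper's 2.42, at most 5% mitochondrial UMIs, cells thinned to 1000 UMIs and signature without Ly86 did and the others did not. For H2-Eb1 over the M0 signature 1.05 against the paper's 1.35, 5% per 1000 cells removed as doublets did and the others did not. For H2-Ab1 over the M0 signature 0.89 against the paper's 1.10, 5% per 1000 cells removed as doublets and at most 5% mitochondrial UMIs did and the others did not. For Tmem176b over the MDSC signature 4.30 against the paper's 4.99, 5% per 1000 cells removed as doublets, at most 5% mitochondrial UMIs, cells thinned to 1000 UMIs and CPM without ribosomal protein and mitochondrial genes did and the others did not. For Itgam over the M0 signature −0.74 against the paper's −0.92, 5% per 1000 cells removed as doublets and cells thinned to 1000 UMIs did and the others did not. For C1qa over the M0 signature 1.35 against the paper's 1.43, 5% per 1000 cells removed as doublets and signature without Ly86 did and the others did not. For H2-Eb1 over the MDSC signature 4.82 against the paper's 4.50, no Ptprc filter, no unknown class and the rule on single markers did and the others did not. For H2-Ab1 over the MDSC signature 4.62 against the paper's 4.26, no unknown class did and the others did not.

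The paper states that cells of the 4T1m granulocytic region have high levels of interferon-inducible genes and Ly6e, that MDP-cMOPs are more abundant in 4T1m tumors, that Itgam, Il1b, Nlrp3, Cxcl1, Cxcl2, Cxcl3 and Ptgs2 are higher in the 4T1p monocytic region, and that C1q and MHC class II genes, Irf7, Jun, Klf2 and Tmem176b are higher in the 4T1m region. By the labels of the files each of these had the other direction, for 17 of the 17 genes compared.

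The paper states that the MDP-cMOP cluster lacks CD11b, and an Itgam UMI was found in 75.0% of the cells assigned to the signature. It also states that these cells retain Ly6C, and 2 of the 276 cells had a Ly6c2 UMI.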

Other observations

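Chosen after the result was seen were the tests of the labels, of the regions, of the mix of lineages, alone and with the Ptprc filter, of handling, of a response in every lineage, of free RNA and of depth for progenitor genes.

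All 17 genes that the paper names with a direction between the libraries had the opposite direction by the labels of the files. The rebuilt regions are argued against as the cause, since all 17 were also opposite when all cells of a lineage were compared by library. A difference in depth is argued against, since all 17 were opposite with each cell thinned to 1000 UMIs. A candidate explanation is that the 2 libraries carry each other's names, in the paper or in the labels: the library labelled 4T1p had a median of 2066 UMIs per barcode, the value that the paper gives for 4T1m, and the other library the value for 4T1p. The data do not say on which side the names were exchanged. Flow cytometry of the paper, which does not rest on these files, found MDP-cMOPs more frequent in 4T1m tumors. An earlier study that it cites tied Ly6e neutrophils to sensitive tumors. Both go with the directions of the paper, but neither was examined here. The flow cytometry gated on CD117 and CD34, whose genes were rarely detected in cells of the signature. No biological reading of a direction can be made until the exchanged side is known.

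The share of the MDP-cMOP signature differs between the libraries beyond counting error. Depth is argued against as the cause by the ratio of the thinned shares, 0.454. A different mix of lineages is argued against as the whole cause, since among monocytic-like cells the ratio was 0.662. The Ptprc filter is argued against as the whole cause by a ratio of 0.628 without it. The 2 together may account for the difference, since among monocytic-like cells without the filter the ratio was 0.965, within counting error of 1, although the shallow cells that this adds can lack UMIs of the signature genes, which stays open. A difference between the tumors stays open and was not tested, since each condition has 1 library.

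Immediate-early and stress genes, among them Jun and Klf2, were lower in monocytic-like cells of the library labelled 4T1m, with a median log2 ratio of −0.94 over 17 genes (16 of them lower), against a median of 0.15 over all 5320 genes with enough UMIs. A different mix of clusters is argued against as the whole cause, since the median was below 0 within each monocytic-like cluster, at −1.52, −0.87, −0.70 and −0.30, but it may account for part. Handling of the whole library cannot be told apart from a difference in the cells: in granulocytic-like cells the median was −0.19 with genes going both ways, and handling could act on monocytic-like cells more. The difference between the tumors is open and untested.

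Interferon genes were lower in granulocytic-like cells of the library labelled 4T1m, with a median log2 ratio of −1.91 over 15 genes. An equal response in every lineage is argued against by the median of −0.81 in monocytic-like cells, although a smaller response there stays open. A more frequent cluster is argued against as the whole cause, since the median was −2.12 in the largest granulocytic-like cluster, from 15 genes, and −1.37 and −1.26 in others, from 9 and 7 genes, but it may account for part, since in the remaining clusters it was −0.25 and −0.19, from 7 and 2 genes. Medians within a cluster cannot tell a higher level per cell from more cells with interferon genes, so a more frequent subset inside clusters stays open. A difference between the tumors, or between the 2 libraries in the state of the mice, is open and was not tested.

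Cells assigned to the MDP-cMOP signature carry macrophage genes and few UMIs of progenitor genes. Free RNA from macrophages is argued against as the source of the former, since the CPM of C1qa was 76.4-fold that in granulocytic-like cells. Too little depth is argued against for Kit, Ly6c2 and Flt3, since cells of the signature had a median of 14610 UMIs and shallower groups showed these genes more: over granulocytic-like cells the log2 ratio of CPM was −2.58 for Kit and −4.10 for Ly6c2, and Flt3 had a UMI in 11.8% (3.30 to 27.5) of B cell-like cells and in none of the signature. For Ly6c2 this holds for the deposited depth and the SCINA model only. Over the MDSC signature its log2 ratio was 0.97 (−2.61 to 4.10) with each cell thinned. With the rule on single markers it was 0.15 (−0.35 to 0.68), so its direction is not settled there. Depth cannot be told apart from absence for Cd34, with a UMI in 0.725% of the cells, since no shallower group showed it more. The signature may take in macrophage-like cells, a hypothesis from the same data; the identity of the cells was not tested.

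By size, the lowest log2 ratios of the library labelled 4T1m over the library labelled 4T1p in all monocytic-like cells were Fabp4 −4.42, Ly6a −2.64, Ppfia4 −1.76, Klf2 −1.74, Irf7 −1.72, and the highest Hbb-bs 6.23, Serpinb2 6.05, Ereg 5.67, Tagln 5.66, Hba-a2 5.41. In all granulocytic-like cells, the lowest were Chil3 −2.97, Ifit1 −2.33, Ifi47 −2.32, Gm13822 −2.03, Rsad2 −2.01, and the highest Hba-a1 5.80, Areg 4.55, Hbb-bs 4.38, Stfa3 3.00, Hspa1b 2.49. In monocytic-like cells, Fabp4 had UMIs in 14 cells labelled 4T1p, and Tagln in 6 cells labelled 4T1m. In granulocytic-like cells, Chil3 had UMIs in 5 cells labelled 4T1p, and Hba-a1 in 10 cells labelled 4T1m and 1 cell labelled 4T1p, so these sizes rest on few cells. Hbb-bs, Hba-a1 and Hba-a2 are genes of red blood cells, and free RNA was not tested for them.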
